# IRE1α-XBP1s pathway promotes prostate cancer by activating c-MYC signaling

**DOI:** 10.1038/s41467-018-08152-3

**Published:** 2019-01-24

**Authors:** Xia Sheng, Hatice Zeynep Nenseth, Su Qu, Omer F. Kuzu, Turid Frahnow, Lukas Simon, Stephanie Greene, Qingping Zeng, Ladan Fazli, Paul S. Rennie, Ian G. Mills, Håvard Danielsen, Fabian Theis, John B. Patterson, Yang Jin, Fahri Saatcioglu

**Keywords:** Prostate cancer, Stress signalling, Drug discovery, Transcriptomics

## Abstract

Activation of endoplasmic reticulum (ER) stress/the unfolded protein response (UPR) has been linked to cancer, but the molecular mechanisms are poorly understood and there is a paucity of reagents to translate this for cancer therapy. Here, we report that an IRE1α RNase-specific inhibitor, MKC8866, strongly inhibits prostate cancer (PCa) tumor growth as monotherapy in multiple preclinical models in mice and shows synergistic antitumor effects with current PCa drugs. Interestingly, global transcriptomic analysis reveal that IRE1α-XBP1s pathway activity is required for c-MYC signaling, one of the most highly activated oncogenic pathways in PCa. XBP1s is necessary for optimal c-MYC mRNA and protein expression, establishing, for the first time, a direct link between UPR and oncogene activation. In addition, an XBP1-specific gene expression signature is strongly associated with PCa prognosis. Our data establish IRE1α-XBP1s signaling as a central pathway in PCa and indicate that its targeting may offer novel treatment strategies.

## Abstract (web summary)

ER stress and UPR are implicated in various cancers. Here, the authors show that one of the canonical UPR pathways, IRE1α-XBP1 regulates c-MYC signaling to promote prostate tumorigenesis, and pharmacological inhibition of IRE1α with MKC8866 inhibits prostate cancer growth and synergizes with clinically used prostate cancer drugs.

## Introduction

During cancer development, there is a need for significantly increased protein synthesis to support heightened proliferation and migration. In addition, there is limited oxygen and nutrient supply to the growing tumor. These events, among other pathways, and similar to in normal cells, result in endoplasmic reticulum (ER) stress and activate the unfolded protein response (UPR) in an attempt to resolve these stresses to enable survival^1,2^. If the insult is not resolved, however, prolonged ER stress and UPR activation initiates mechanisms of cell death.

Previous studies have implicated UPR activation in different aspects of carcinogenesis and a variety of cancer types^3–5^. A number of small molecule drugs were recently identified to interfere with various arms of the UPR^6^. However, potential translation of this body of knowledge to cancer therapy has been limited to date.

Recent work has shown that UPR has a key role in prostate cancer (PCa)^7^, the most commonly diagnosed non-skin cancer and the second most deadly cancer in Western countries^8^. PCa is initially hormone-dependent for growth, which is the basis for androgen deprivation therapy (ADT); however, most tumors eventually relapse to castration resistant PCa (CRPC)^9^. Recently developed second generation antiandrogens, such as abiraterone and enzalutamide, as well as specific chemotherapies, such as taxanes, have efficacy treating this lethal stage of the disease^10^. However, inherent or acquired resistance to these agents remain major clinical challenges, which makes it imperative to explore novel therapeutic approaches.

One of the canonical transmembrane sensors of UPR is inositol requiring-enzyme 1 alpha (IRE1α). Upon activation, IRE1α cleaves the X-box-binding protein 1 (*XBP1*) mRNA into a spliced form that encodes an active transcription factor (XBP1s), which then activates expression of UPR target genes. We recently found that androgen signaling, the most central signaling pathway in PCa, activates the IRE1α arm of UPR^11^. Consistent with the importance of this regulation, genetic inhibition of IRE1α or XBP1 interferes with PCa growth in vitro and in vivo^11^.

In the present study, we used an optimized IRE1α RNase-specific inhibitor, MKC8866, and found that it strongly inhibited PCa growth in multiple preclinical models in vitro and in vivo. MKC8866 also had robust synergistic effects in combination with clinical agents. Critically, RNA sequencing (RNA-seq) analysis of MKC8866-treated or *XBP1* knockdown PCa cells revealed that IRE1α-XBP1s is essential for c-MYC signaling, a central oncogenic regulatory pathway in PCa^12,13^. These results establish IRE1α-XBP1s signaling as a potential target for alternative treatment strategies for PCa.

## Results

### AR and UPR gene expression are correlated in CRPC

We previously showed that androgen receptor (AR) activated the IRE1α-XBP1s signaling in LNCaP and VCaP cells that model the androgen-sensitive state of PCa^11^. To assess whether this applies to CRPC, we used two established CRPC models, 22Rv1 and C4-2B lines, both of which are responsive to, but not dependent on, androgens. Androgens significantly upregulated IRE1α and XBP1s expression, as well as that of XBP1s target P58IPK in both cell lines (Supplementary Fig. 1a). Consistently, there was a significant positive correlation between AR gene expression signature and IRE1 arm gene expression in four independent gene expression datasets from patients with both primary and metastatic PCa, including CRPC (Supplementary Fig. 1b). These data suggest that androgens are important for IRE1α-XBP1s arm activation in all phases of PCa.

### Discovery and characterization of an optimized specific IRE1α inhibitor−MKC8866

MKC8866 (see Fig. 1a for chemical structure) was optimized and refined from a family of IRE1α-specific endoribonuclease inhibitors obtained from a chemical library screen^14–16^. Previous characterization of these compounds, including structural analyses, confirmed its specificity on IRE1α RNase activity^15^. Similar to its earlier versions, MKC8866 potently inhibited the RNase activity of human IRE1α in vitro with an IC_50_ of 0.29 μM (Supplementary Fig. 2a). In MM1 myeloma cells, MKC8866 strongly inhibited DTT-induced XBP1s expression with an EC_50_ of 0.52 μM (Supplementary Fig. 2b). Dose titration experiments in unstressed RPMI 8226 cells corroborated these data with an IC_50_ of 0.14 μM (Supplementary Fig. 2c).

**Fig. 1:**
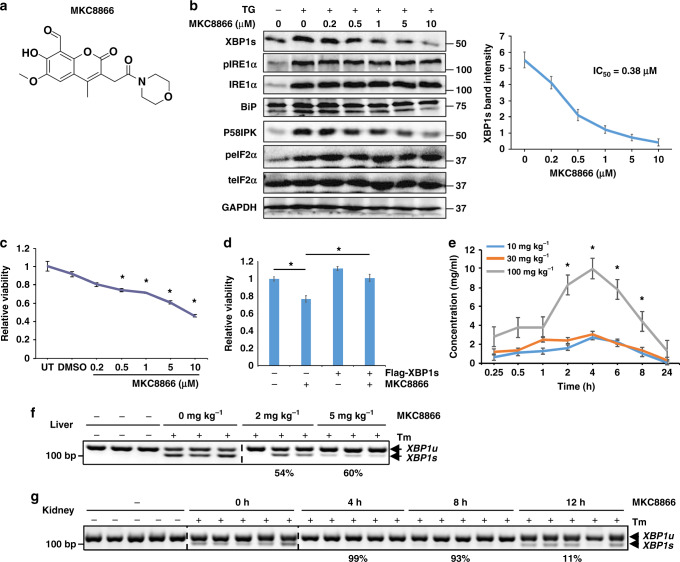
Functional characterization of MKC8866 on IRE1α RNase activity. **a** Chemical structure of MKC8866. **b** LNCaP cells were cultured in regular growth medium and treated with 30 nM TG and the indicated doses of MKC8866 for 24 h. Protein expression was determined by Western analysis. XBP1s Western blot intensity was quantified and normalized to GAPDH from three different experiments, and used to calculate the IC_50_. **c** LNCaP cells were either left untreated (UT), or treated with vehicle (DMSO) or MKC8866 with indicated doses. Cell viability was measured after 3 days. **d** LNCaP cells were transfected with either empty vector (pCDNA3) or the pCDNA3-Flag-XBP1s plasmid, and treated with vehicle (DMSO) or 10 μM MKC8866. Cell viability was measured after 3 days. **e** Mice (*n* = 3) were orally dosed with indicated amounts of MKC8866 and its plasma concentration was profiled post treatment. **f** Mice (*n* = 3) were intraperitoneally injected with 1 mg kg^−1^ tunicamycin (Tm) for 4 h and orally gavaged with the indicated dosage of MKC8866 for 2 h before harvesting its liver. Quantified average inhibition ratio is shown below the corresponding treatment. **g** Mice (*n* = 5) were dosed with 1 mg kg^−1^ tunicamycin (Tm) and 4 mg kg^−1^ MKC8866 for the indicated time length before harvesting its kidney. Quantified average inhibition ratio is shown below the corresponding treatment. *P < 0.05, Student *t*-test, error bars denote SD

In LNCaP PCa cells, MKC8866 suppressed XBP1s expression in a dose-dependent manner under conditions of mild ER stress (30 nM thapsigargin, TG) with an IC_50_ of 0.38 μM (Fig. 1b). The expression of two XBP1s target genes, BiP and P58IPK, were similarly inhibited, whereas phospho-IRE1α or total IRE1α, or phospho-eIF2α, levels were not affected (Fig. 1b). Similar results were obtained in three independent PCa cell lines (VCaP, 22Rv1, and C4-2B) modeling different stages of PCa (Supplementary Fig. 2d). MKC8866 suppressed the viability of all four cell lines in a dose-dependent manner under normal conditions, with the most robust effect in LNCaP cells (Fig. 1c and Supplementary Fig. 2e). The efficacy of MKC8866 was further increased in C4-2B cells under TG-induced mild ER stress (Supplementary Fig. 2f). Ectopically expressed XBP1s rescued the inhibitory effect of MKC8866 (Fig. 1d). The levels of ectopically expressed flag-XBP1s was a few-fold higher compared with endogenous XPB1s; whereas endogenous XBP1s expression was inhibited by MKC8866, that of flag-XBP1s was not affected (Supplementary Fig. 2g). Furthermore, MKC8866 potently impaired XBP1s levels induced either by androgen treatment (Supplementary Fig. 2h), or glucose deprivation (Supplementary Fig. 2i). In addition, MKC8866 had moderate oral bioavailability (30%) in mice, with maximum concentrations in blood observed at 4 h after oral administration (Fig. 1e); it also suppressed the tunicamycin (Tm)-induced *XBP1* splicing in mouse liver (Fig. 1f), as well as in mouse kidney (Fig. 1g). These data suggest that MKC8866 effectively represses IRE1α-mediated *XBP1* splicing in PCa cells and has favorable pharmacokinetic and pharmacodynamic properties.

### IRE1α targeting inhibits PCa cell growth in vitro and in vivo

We next investigated the potential effect of MKC8866 on PCa cell growth under various culture conditions. MKC8866 significantly reduced colony formation in all four PCa cell lines tested under either anchorage-dependent or anchorage-independent conditions (Supplementary Fig. 3a). Prostatosphere growth of these cell lines, an indication of stemness, was also markedly inhibited in the presence of MKC8866, which was consistent with IRE1α or XBP1 knockdown experiments (Supplementary Fig. 3b), suggesting that IRE1α may be involved in mechanisms of tumor initiation in PCa.

Based on these favorable in vitro results, we next evaluated the efficacy of MKC8866 in vivo. Consistent with the in vitro findings, MKC8866 strongly inhibited xenografted tumor growth in all PCa cell lines tested (Fig. 2a). XBP1s expression was significantly lower in MKC8866-treated tumors compared to controls, confirming that MKC8866 was active in mice harboring the tumors and that IRE1α activity was appropriately inhibited in vivo (Supplementary Fig. 4a). In addition, there was a decrease in PCNA expression and an increase in cleaved Caspase-3 levels, indicating that MKC8866 treatment resulted in decreased proliferation and increased apoptosis, respectively (Supplementary Fig. 4b). Removal of MKC8866 during the course of the treatment resulted in rebounding of XBP1s levels and enhanced tumor growth (Fig. 2b and Supplementary Fig. 4c), indicating the importance of sustained MKC8866 application for its growth inhibitory effects. These results show that pharmacological targeting of IRE1α exerts potent antitumor effects in preclinical mouse models of PCa.

**Fig. 2:**
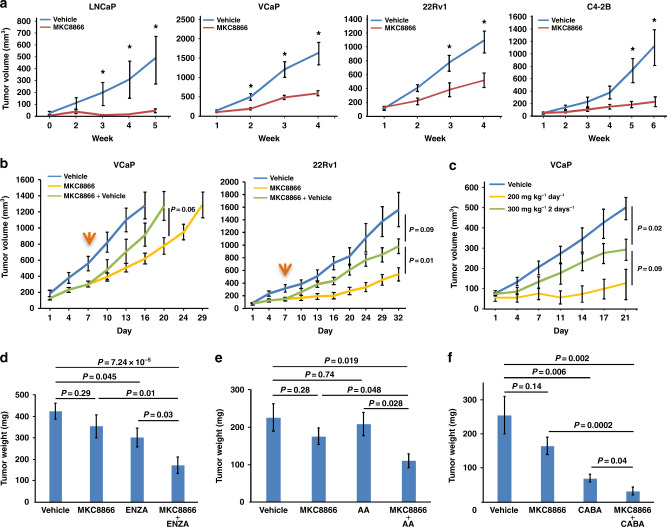
Therapeutic efficacy of MKC8866 in preclinical mouse models of PCa. **a** Nude mice bearing LNCaP, VCaP, 22Rv1, or C4-2B xenografts were treated orally with either vehicle or 300 mg kg^−1^ MKC8866 daily and tumor growth was recorded. **b** Nude mice bearing VCaP or 22Rv1 tumors were treated with either vehicle or 300 mg kg^−1^ MKC8866 daily. At day 7 (indicated by the orange arrow), the MKC8866-treated mice were randomly divided into two groups, one of which continuously received MKC8866 of the same dosage while the other group was treated with vehicle for the rest of the experiment. **c** Nude mice bearing VCaP xenografts were orally treated with either vehicle, 200 mg kg^−1^ MKC8866 daily, or 300 mg kg^−1^ MKC8866 every other day. Tumor growth was recorded weekly. **d** Nude mice bearing VCaP xenografts were orally treated either with vehicle, MKC8866 (300 mg kg^−1^ every two days), enzalutamide (ENZA, 30 mg kg^−1^ every two days), or MKC8866+ENZA. Tumor weight was recorded at the end of the experiment. **e** As in **d**, but the treatments were vehicle, MKC8866 (300 mg kg^−1^ every two days), abiraterone acetate (AA, 20 mg kg^−1^ every two days), or a combination of both drugs. **f** As in **d**, but the treatments were vehicle, or MKC8866 (300 mg kg^−1^ every two days), or cabazitaxel (CABA, 5 mg kg^−1^) twice a week intraperitoneally, or a combination of both drugs. *P < 0.05, all *P* values were calculated by Student’s *t*-test, error bars denote the SEM

### MKC8866 synergizes with clinical PCa drugs in vitro and in vivo

The striking effect of MKC8866 as monotherapy on PCa tumor growth in vivo suggests that it can potentially synergize with drugs that are currently in clinical use for PCa. To assess this, LNCaP cells were treated with sub-optimal doses of MKC8866 along with antiandrogens, including abiraterone acetate and enzalutamide, two drugs that are used in the management of CRPC, as well as taxanes, including docetaxel, cabazitaxel, and paclitaxel. There was additive inhibition on LNCaP cell viability when MKC8866 was combined with either abiraterone acetate, enzalutamide, paclitaxel, or docetaxel, while clear synergy was seen in combination with cabazitaxel (Supplementary Fig. 5a). In CRPC cell lines 22Rv1 and C4-2B, MKC8866 also showed additive effects with abiraterone acetate in vitro, but failed to re-sensitize these cells to enzalutamide (Supplementary Fig. 5b and 5c). These results suggested that there may be enhanced efficacy of currently used PCa drugs when administered in combination with MKC8866 in vivo.

In search for a potentially suitable dose of MKC8866 for an in vivo combination experiment, we reduced its concentration (200 mg kg^−1^) or frequency of its administration (every two days) in a pilot experiment. Daily treatment with the lower dose still strongly inhibited tumor growth, whereas the normal dose every other day was less effective and was thus chosen for further combinatorial tests in vivo (Fig. 2c).

There was strong synergy in tumor growth inhibition when MKC8866 was co-administered with enzalutamide (Fig. 2d). Hematoxylin and eosin (H&E) staining of the tumors revealed that combinatorial treatment had the lowest cell content concomitant with highest necrosis levels among the different treatment regimens demonstrating increased efficacy, which was accompanied by loss of nuclear PCNA expression and marked elevation in caspase-3 staining (Supplementary Fig. 6a–c). Western analysis confirmed reduced expression of XBP1s in tumors treated with both drugs compared to those treated with either vehicle or a single drug, while no significant differences were observed on ATF6α cleavage or eIF2α phosphorylation, indicating that the other canonical UPR arms were not affected (Supplementary Fig. 6d). Co-administration of MKC8866 with abiraterone acetate and cabazitaxel also synergistically inhibited tumor growth (Fig. 2e, f). None of the treatments significantly affected body weight of mice (Supplementary Fig. 6e), suggesting that there were no noteworthy toxicities. Taken together, these data demonstrate that in preclinical models MKC8866 synergizes with some of the central PCa drug regimens that are currently used in the clinic.

### XBP1s is required for activation of the c-MYC transcriptional program

MKC8866 specifically inhibits the RNase activity of IRE1α thus decreasing XBP1s levels, which should thus be responsible for the phenotypic effects that we observe in PCa cells. 

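RNA was sequenced from LNCaP cells, a human prostate cancer cell line, in 2 experiments with 4 libraries in each group. In the knockdown experiment, cells were reverse-transfected with Allstar control siRNA (siCtrl) or with XBP1 siRNA (siXBP1) and kept for 2 days. In the inhibitor experiment, cells were treated with DMSO (Vehicle) or with 10 µM MKC8866 for 1 day, which the sample labels give as 24 h. The cells of all 16 libraries were then exposed to 30 nM thapsigargin (TG) for 3 h. TG blocks the calcium pump of the ER and thereby causes ER stress, so that every comparison is between stressed cells with and without inhibition of the pathway. The authors aligned the paired-end reads to the human genome (GRCh38) with STAR and counted fragments on 58051 Ensembl genes with featureCounts. The deposited counts are not normalized, and the counting was run without regard to strand, although the libraries were stranded, and fragments overlapping 2 genes were not counted. Between 31920910 and 34509488 fragments were counted on genes per siCtrl library (median 33348508.5), between 28713607 and 32600081 per siXBP1 library (median 30061936.5), between 28923919 and 34188950 per Vehicle library (median 30101382) and between 29203993 and 34507788 per MKC8866 library (median 29812377.5). Each treatment was compared with its own control after TMM normalization in edgeR, on genes with more than 5 counts in at least 1 library of each group, which is the filter given in the methods of the paper. This left 21021 genes in the knockdown comparison, 21045 in the inhibitor comparison and 20357 in both. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test, and the difference between the responses to the 2 treatments was tested as an interaction in a fit of all 16 libraries. The same replicate numbers, 1 to 4, were given to the groups of each experiment, and each comparison was also fitted with the replicate number as a block.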

To gain insight into this process and XBP1s-regulated genes, we performed RNA-seq analysis in LNCaP cells upon either *XBP1* siRNA-mediated knockdown (siXBP1) or MKC8866-mediated IRE1α inhibition. Differential gene expression analysis of the RNA-seq data was highly concordant amongst experimental replicates for both siXBP1-treated and MKC8866-treated cells (Supplementary Fig. 7a and 7b). 

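The log2 CPM (CPM are counts scaled to the TMM-normalized library size) of pairs of libraries within a group had Pearson correlations of 0.991 to 0.993 in the knockdown experiment (median 0.992 over 12 pairs) and of 0.991 to 0.993 in the inhibitor experiment (median 0.992 over 12 pairs). Between siCtrl and siXBP1 libraries the correlation was lower, from 0.986 to 0.988 over 16 pairs. Between Vehicle and MKC8866 libraries it was 0.991 to 0.993 over 16 pairs, a range that overlaps the one within groups. The biological coefficient of variation was 5.40% in the knockdown experiment and 4.97% in the inhibitor experiment. After XBP1 knockdown, 3836 genes were lower and 3475 were higher. After MKC8866 treatment, 654 genes were lower and 287 were higher. Libraries with the same replicate number deviated together from their group means in the inhibitor experiment (mean correlation 0.230 across 15037 genes). For other pairs of numbers the mean was −0.077. In the knockdown experiment the corresponding correlations were 0.039 and −0.013. Centring on the group means fixes the value for other pairs once that for same numbers is given, so it is no separate evidence. When the replicate number was fitted as a block, 1484 genes were lower and 1262 were higher after MKC8866 treatment, and these included all 654 and all 287 genes called without it. The block left the knockdown counts at 3846 lower and 3477 higher genes, of which 3766 and 3379 had been called without it. This block was the alternative that moved the inhibitor counts most.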

Both approaches robustly depleted *XBP1s* expression, indicated by a significant decrease in the mRNA levels of the spliced compared to the unspliced *XBP1* isoforms (siXBP1: *P* < 2.2e−16, MKC8866: *P* < 2.2e−16, negative binomial generalized linear model) (Fig. 3a). This was further confirmed by qPCR analysis of *XBP1s* mRNA expression, as well as expression of its target genes *RAMP4*, *EDEM1*, and *P58IPK* (Fig. 3b). 

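The XBP1 gene (ENSG00000100219) lies on chromosome 22 of GRCh38 from 28794555 to 28800597, on the minus strand. Its gene count does not separate spliced from unspliced mRNA, and reads across the splice junction were not analysed here. Total XBP1 expression was 383.6 ± 29.5 CPM (SD, n = 4) in siCtrl cells and 53.4 ± 1.32 in siXBP1 cells, a log2 fold change of −2.85 (standard error 0.051, adjusted p = 2.92e-20 from edgeR's quasi-likelihood test). It was 501 ± 25.6 CPM in Vehicle cells and 577 ± 30.7 in MKC8866 cells, a log2 fold change of 0.20 (standard error 0.044, adjusted p = 0.00493). SERP1, which encodes RAMP4 (ENSG00000120742, chromosome 3, from 150541994 to 150603228), fell from 325 ± 14.7 to 115 ± 12.2 CPM after knockdown, and from 376.5 ± 13.3 to 224 ± 14.1 after MKC8866 treatment. Its log2 fold changes were −1.50 (adjusted p = 4.11e-15) and −0.75 (adjusted p = 2.14e-11). EDEM1 (ENSG00000134109, chromosome 3, from 5187646 to 5219957) fell from 123 ± 4.95 to 76.1 ± 2.16 CPM after knockdown and from 139 ± 9.19 to 88.8 ± 6.29 after MKC8866 treatment. Its log2 fold changes of −0.70 and −0.65 did not differ between the treatments (interaction adjusted p = 0.698). DNAJC3, which encodes P58IPK (ENSG00000102580, chromosome 13, from 95677139 to 95794989), fell from 235 ± 3.77 to 166 ± 7.65 and from 222 ± 13.1 to 158 ± 8.62 CPM, with log2 fold changes of −0.50 and −0.49 (interaction adjusted p = 0.923). Leaving out each library in turn kept the XBP1 log2 fold change between −2.87 and −2.79 after knockdown and between 0.16 and 0.23 with MKC8866. The block by replicate number gave an adjusted p of 4.94e-09 for XBP1 with MKC8866.

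**Figure D1:**
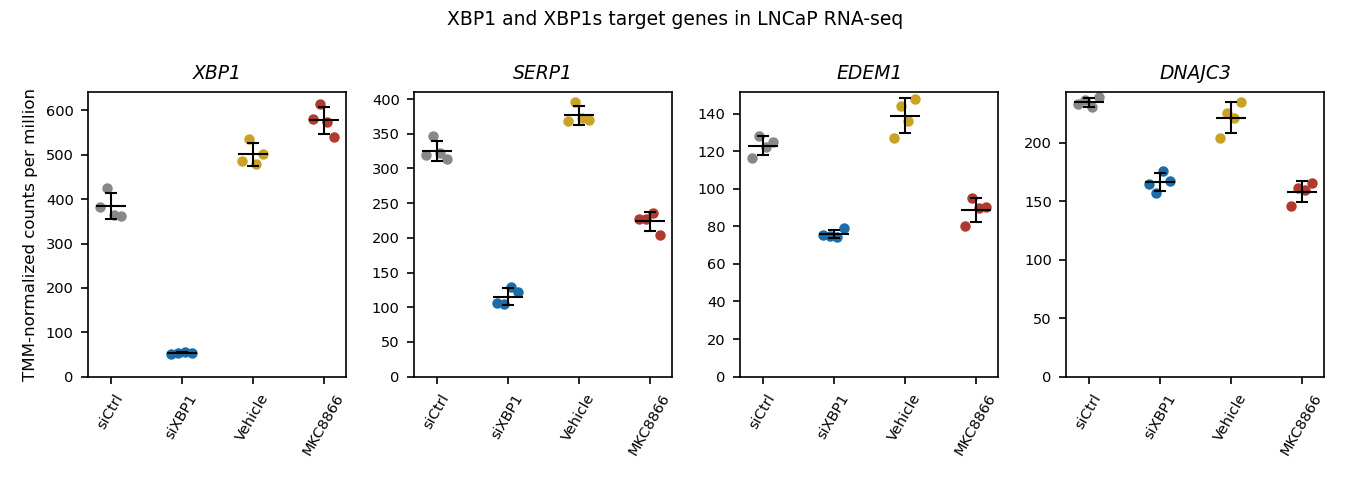
TMM-normalized CPM (vertical axes, each starting at 0) of XBP1, SERP1, EDEM1 and DNAJC3 in the siCtrl, siXBP1, Vehicle and MKC8866 libraries. Points are the 4 libraries of each group, and the black bars give the mean and the SD. XBP1 fell only in siXBP1 cells, whereas SERP1, EDEM1 and DNAJC3 were lower in siXBP1 than in siCtrl cells and lower in MKC8866 than in Vehicle cells.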

Interestingly, scatter-plot analysis showed that the down-regulated genes upon XBP1 knockdown and MKC8866 treatment showed high concordance, whereas no strong correlation was observed for the upregulated genes (compare lower left quadrant with other quadrants, Fig. 3c), indicating that XBP1s primarily functions as a transcriptional activator in PCa cells. 

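Of the genes tested in both comparisons, 5323 had a negative log2 fold change in both and 5636 a positive one in both. Another 4751 were negative after knockdown and positive with MKC8866, and 4647 were positive after knockdown and negative with MKC8866. Among the genes called in both comparisons, 505 were lower in both, 132 were higher in both, 65 were lower after knockdown and higher with MKC8866, and 17 were higher after knockdown and lower with MKC8866. Of the genes lower after knockdown, 54.4% had a negative log2 fold change with MKC8866, and of the genes higher after knockdown, 64.2% had a positive one. Starting from the genes called with MKC8866, 90.2% of the lower genes had a negative log2 fold change after knockdown and 62.4% of the higher genes had a positive one. Spearman's rho between the 2 log2 fold changes was 0.118 across all genes tested in both, which are not independent replicates. The rho values of the single replicate numbers had an SD of 0.0446. Within the genes lower after knockdown rho was 0.120, and within the genes higher after knockdown it was 0.113. Restricting the genes to those called in at least one comparison moved rho most, to 0.249. Under the block by replicate number, rho was 0.117 and the shares of the genes called after knockdown were 54.7% and 63.8%. The counts of genes called in both comparisons and the shares of the MKC8866 calls are from the fits without the block. From the lower left quadrant of Fig. 3c compared with the other quadrants, the paper concludes that XBP1s acts mainly as an activator of transcription in these cells.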

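Genes were ranked by p within each direction and each comparison. The 100 top lower genes of the knockdown and of the inhibitor comparison shared 21 genes, against 0.491 expected by chance (one-sided binomial test, p = 4.63e-28). These were FICD, DNAJB9, SEC24D, TMEM39A, CDC6, BHLHA15, SSR2, ENTPD7, CREB3L2, SSR3, SYVN1, GOLPH3L, SLC33A1, LMAN1, SERP1, GORASP2, SSR1, TRIM27, MSTO1, WFS1 and PGM3. The 100 top higher genes shared 3, CCDC71L, CDC42EP3 and BTG2 (one-sided binomial test, p = 0.0135). CCDC71L rose from 13.0 ± 0.556 to 41.1 ± 0.956 CPM (SD, n = 4) after knockdown and from 22.1 ± 1.59 to 27.4 ± 1.61 with MKC8866. Its log2 fold changes were 1.65 and 0.31, those of CDC42EP3 were 1.16 and 0.20, and those of BTG2 were 0.61 and 0.21. Each of the 3 rose more after knockdown than with MKC8866, with interaction adjusted p values of 1.75e-13, 4.67e-12 and 9.85e-06. With DESeq2, 24 lower and 3 higher genes were shared. The fits with the replicate block gave an overlap in which 22 lower genes and 1 higher gene were shared. The length of the lists moved the lower overlap most, to 12 genes among the top 50 and 56 among the top 200, and the higher overlap was then 0 and 12.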

Consistently, there was significant overlap (26 genes) between the top 100 down-regulated genes (ranked by *P* value) in each treatment (*P* < 2.2e−16, binomial test), whereas the overlap (three genes) was much smaller between the top 100 upregulated genes (*P* < 0.05, binomial test). This suggested that the down-regulated genes by IRE1α inhibition in PCa cells are largely mediated by XBP1s. We also validated the RNA-seq data by individual qPCR analysis of top 10 genes where their expression was inhibited upon both MKC8866 treatment and XBP1 knockdown (Supplementary Fig. 7c).

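The 10 genes are FICD, BHLHA15, SEC24D, SERP1, DNAJB9, FKBP11, FKBP14, GMPPA, SYVN1 and BTN3A1. The paper picked them from the same RNA-seq data as inhibited by both treatments. Their fall in these libraries is therefore no separate evidence, and the values below describe its size. In the RNA-seq data all 10 were lower in both comparisons, and for each gene the 4 treated libraries were below the 4 control libraries. FICD fell from 141 ± 4.73 to 24.5 ± 1.41 CPM (SD, n = 4) after knockdown and from 111 ± 0.799 to 26.7 ± 1.73 after MKC8866 treatment. BHLHA15, whose lowest count in a library was 61, fell from 30.9 ± 3.77 to 2.57 ± 0.377 and from 31.3 ± 1.68 to 6.23 ± 0.802. Log2 fold changes ranged from −3.58 for BHLHA15 to −1.24 for GMPPA after knockdown, with adjusted p values of at most 4.59e-12 in edgeR's quasi-likelihood test. The largest fall with MKC8866 was that of BHLHA15 (log2 fold change −2.33) and the smallest that of SERP1, with adjusted p values of at most 2.66e-10. By p value, 6 of the 10 were among the 100 top lower genes after knockdown, where the last of them ranked 192, and all 10 were among the 100 top lower genes with MKC8866, where the last ranked 32. Leaving out each library in turn, the largest adjusted p was 4.61e-10 after knockdown and 6.59e-09 with MKC8866, and with the replicate number as a block it was 2.17e-09 and 1.74e-17. The fall was larger after knockdown than with MKC8866 for all 10 genes, with interaction adjusted p values between 7.18e-13 and 0.0157. DNAJB9 overlaps THAP5 (log2 fold change −0.68 with MKC8866) and PNPLA8 (−0.21), SYVN1 overlaps FAU (−0.23) and MRPL49 (−0.18), all of which were called lower with MKC8866, and FICD, SERP1 and FKBP11 overlap other genes as well, and the strand-blind counting does not assign fragments in such an overlap to either gene.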

**Fig. 3:**
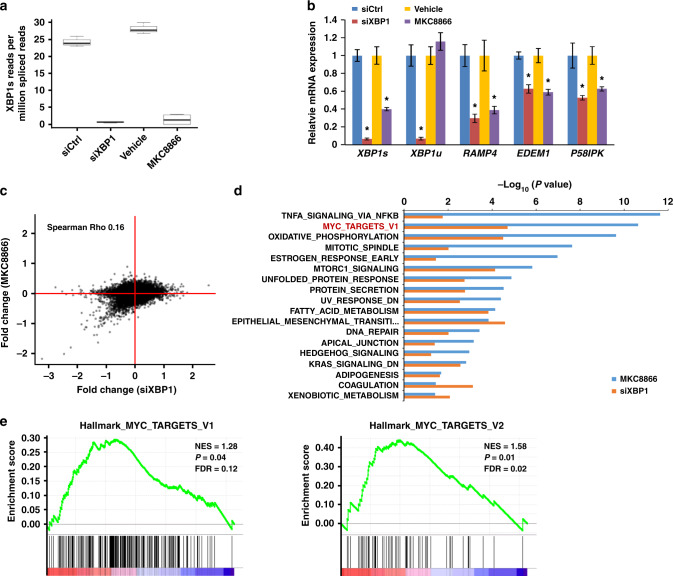
IRE1/XBP1s pathway is required for multiple hallmark pathways in PCa. LNCaP cells were either left untreated or subjected to siRNA-mediated XBP1 knockdown. In parallel, cells were either treated with vehicle or MKC8866. Total RNA was isolated and used in NextGen sequencing. **a** The presence of the XBP1s junction is measured in the spliced RNA-seq reads and represented as a ratio of total spliced reads. The box represents the interquartile range, the horizontal line in box is the median, and the whiskers represent 1.5 times interquartile range. **b** The expression levels of XBP1s, XBP1u, and three XBP1s target genes were determined by qPCR. *P < 0.05, Student *t*-test, error bars denote SD. **c** Scatter plot representing the concordance of gene expression data obtained upon XBP1 knockdown and MKC8866 treatment. **d** Hallmark pathways enriched under both MKC8866-treated and XBP1 knockdown cells. Graph displays category scores as −log_10_ (*P* value) from Fisher’s exact test. **e** Hallmark pathways MYC TARGETS V1 and V2 both enriched by GSEA on combined data of siXBP1 and MKC8866 treatment

Hallmark pathway enrichment analysis of the RNA-seq data showed that MKC8866 treatment and *XBP1* knockdown affected similar pathways (Fig. 3d). As expected, UPR and Protein Secretion pathways were both strongly correlated with XBP1 gene expression profile (Supplementary Fig. 8a), mirroring the established central role of IRE1α-XBP1s signaling in these processes^4,17^. Interestingly, among the most highly enriched pathways by both treatments was signaling by c-MYC (ranked first in siXBP1 and second in MKC8866 by *P* value) (Fig. 3d), an oncoprotein which is very frequently deregulated in cancer^12^ and has been centrally implicated in PCa^13^. XBP1-induced gene expression changes were positively associated with two different hallmark signatures for MYC TARGETS, V1 and V2 (Fig. 3e). Furthermore, Kyoto Encyclopedia of Genes and Genome (KEGG) analysis demonstrated that the ribosome pathway ranks at the top in both conditions (Supplementary Fig. 8b and 8c), whereas gene set enrichment analysis (GSEA) revealed XBP1-deregulated genes were positively enriched in KEGG ribosome and protein export (Supplementary Fig. 8d). 

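The KEGG gene sets were not used here, and the 2 families were defined by gene symbol. The 84 cytosolic ribosomal protein genes had a median log2 fold change of −0.09 with MKC8866, 0.10 below that of the other genes, and 81 of them were lower (Kolmogorov-Smirnov statistic 0.541). Of these, 7 were called lower and none higher. With the adjustment over the 84 genes alone, 19 were called lower. A median as low was not reached by 10000 random sets of the same size matched on expression (permutation p = 2e-04, the smallest they can give), whereas camera, which allows for correlation between genes, gave p = 0.119. After XBP1 knockdown the median of the same genes was 0.02, with 35 lower and 49 higher, and 5 were called lower and 9 higher (5 and 7 with the adjustment over the 84 genes alone). Their distribution differed from that of the other genes (Kolmogorov-Smirnov statistic 0.269, p = 1.07e-05, n = 84 genes), but the difference of medians was 0.01, random sets gave p = 0.16 and camera gave p = 0.936. Without the filter on low counts that difference was −0.02, and leaving out single libraries moved it between −0.02 and 0.04. The 19 protein export genes comprised the signal recognition particle, its receptor, the SEC61 translocon with SEC62 and SEC63, and the signal peptidase. Their median log2 fold change was −0.44 after knockdown, with 15 lower and 4 higher, of which 14 were called lower and 1 higher, and −0.34 with MKC8866, with 17 lower and 2 higher, of which 13 were called lower and none higher. For the n = 19 genes, the Kolmogorov-Smirnov test gave p = 6.28e-05 and 2.03e-06, camera gave p = 0.0153 and 7.99e-04 (with the replicate block, an alternative chosen after the results were seen, p = 0.0555 and 6.12e-04), and random sets gave the smallest p they can give in both comparisons. With the replicate number as a block, the difference of medians from the other genes was −0.10 for the ribosomal protein genes with MKC8866, and −0.45 and −0.34 for the protein export genes after knockdown and with MKC8866.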

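MYC (ENSG00000136997) lies on chromosome 8 of GRCh38 from 127735434 to 127741434, on the plus strand. After XBP1 knockdown its expression fell from 83.1 ± 3.43 to 58.97 ± 3.91 CPM (SD, n = 4), a log2 fold change of −0.50 (standard error 0.049, adjusted p = 3.24e-08 from edgeR's quasi-likelihood test). It was 66.3 ± 4.60 CPM in Vehicle and 74.1 ± 4.16 in MKC8866 cells, a log2 fold change of 0.16 (standard error 0.052, adjusted p = 0.0963). With the replicate number as a block, the MKC8866 log2 fold change of MYC had the same size and an adjusted p of 2.85e-04. Leaving out each library in turn kept it between 0.12 and 0.20. The responses of MYC to the 2 treatments differed by −0.65 on the log2 scale (interaction adjusted p = 5.65e-08). SHMT1, PCNA, MTHFD1, CDC25A, ATF4 and PPAT are c-MYC target genes, and MAX and TRRAP encode its heterodimer partner and a cofactor. After knockdown PPAT (log2 fold change −0.60), CDC25A (−0.58), MTHFD1 (−0.40), MAX (−0.24) and SHMT1 (−0.12) were lower, the last with an adjusted p of 0.0214 that rose above the threshold in the fit without the filter on low counts and in 5 of 8 fits that each left out 1 library. PCNA (log2 fold change −0.10, adjusted p = 0.112), ATF4 (−0.05, adjusted p = 0.382) and TRRAP (0.04, adjusted p = 0.642) were not called. With MKC8866, ATF4 alone was called (log2 fold change −0.17, adjusted p = 0.00715). With the block, 4 of the 9 genes were called with MKC8866, namely MYC as higher and CDC25A, ATF4 and PPAT as lower, and adjusting over the 9 genes alone also gave 4 calls, 3 of them lower. After knockdown 6 of the 9 were called in each of these ways. The response differed between the treatments for 5 of the 9 genes, which were MYC, SHMT1 (interaction adjusted p = 0.0475), MTHFD1, CDC25A and PPAT. The SHMT1 interaction was lost in fits that left out 1 library (largest adjusted p = 0.102), and with the replicate block the interaction of ATF4 passed the threshold as well (adjusted p = 0.0318).

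**Figure D2:**
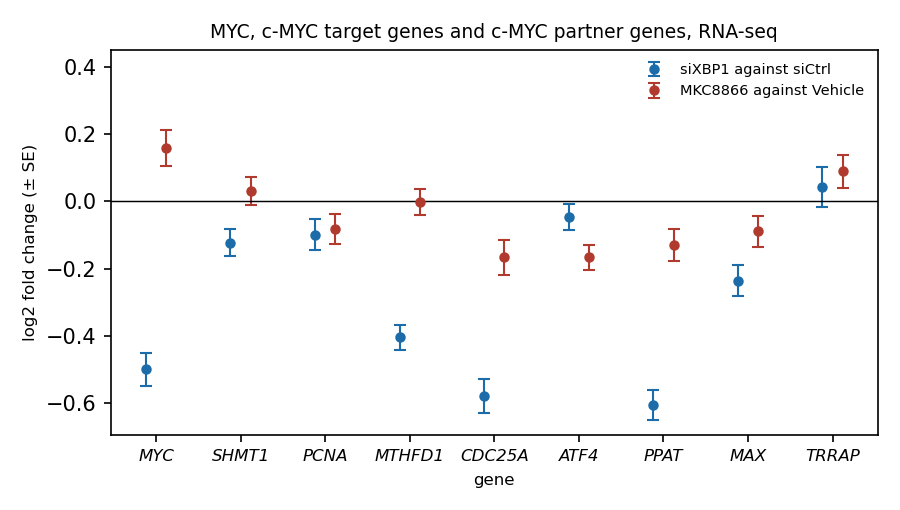
Log2 fold changes (vertical axis) of MYC, 6 c-MYC target genes, MAX and TRRAP after XBP1 knockdown and after MKC8866 treatment. Points are edgeR estimates from 4 libraries per group, and the bars give the standard error. MYC lies at −0.50 after knockdown and at 0.16 with MKC8866.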

Together, these data indicate that XBP1 not only affects fundamental aspects of ER biology in PCa cells, consistent with previous findings in other tissues, but also impacts oncogenic c-MYC signaling.

### XBP1s directly activates c-MYC expression

To explore whether XBP1s expression may indeed be linked to c-MYC expression in PCa, we analyzed published gene expression datasets for human PCa. Strikingly, there was a positive and strong correlation between XBP1s and c-MYC target gene expression in 9 out of 11 available cohorts (Fig. 4a, b, and Supplementary Fig. 9a). To assess whether this correlation extends to the protein level, serial sections of human prostatectomy samples were examined by immunohistochemistry for XBP1s and c-MYC. As shown in Fig. 4c, there was clear colocalization of XBP1s and c-MYC expression in human PCa specimens. Furthermore, XBP1s and c-MYC expression was significantly correlated in a tissue microarray (TMA) consisting of 260 human PCa specimens^11,18^ (Fig. 4d). These results suggest that XBP1s expression is functionally linked to c-MYC signaling in human PCa.

**Fig. 4:**
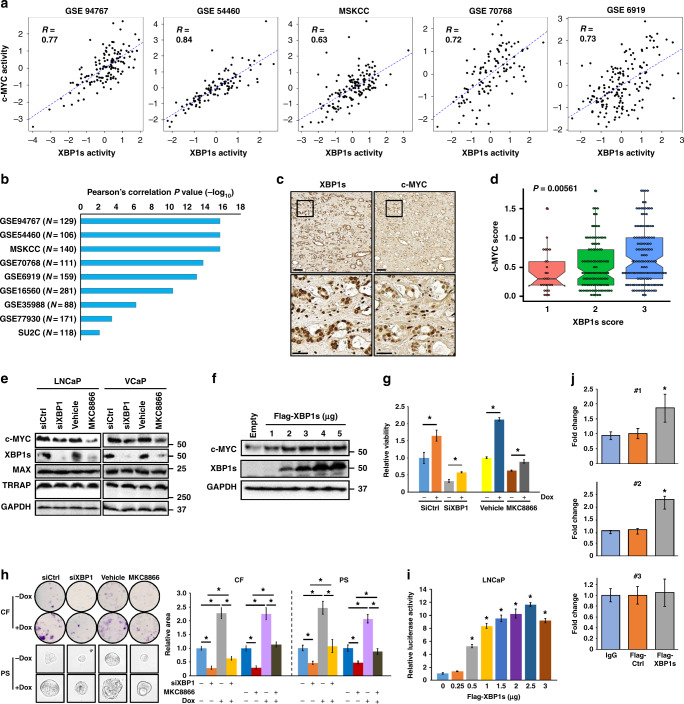
XBP1s activates c-MYC expression and activity in human PCa. **a** The plots show significant positive correlation between XBP1s and c-MYC target gene expression in five independent PCa datasets. **b** The bar graph shows the *P* values of the correlation between XBP1s and c-MYC target gene expression in nine different human PCa cohorts, using the Pearson correlation test. **c** Consecutive sections of human PCa prostatectomy samples were immunostained for XBP1s and c-MYC. Representative images from one patient at two different magnifications are shown. Scale bars, 100 μΜ (upper panel) and 30 μΜ (lower panel). **d** Tissue microarrays containing 260 tumor samples stained with either a XBP1s or c-MYC-specific antiserum were scored. Dots represent values of individual samples; thick horizontal lines represent the median; box represents the upper and lower quartile; whiskers represent 1.5 times interquartile range. The *P* value indicates the significance of correlation between XBP1s and c-MYC scores by ANOVA. **e** LNCaP or VCaP cells were treated with either siXBP1 or MKC8866, and c-MYC levels were determined. **f** LNCaP cells were transfected with either empty vector or flag-XBP1s expression vector. XBP1s and c-MYC levels were then determined after 2 days. **g** LNCaP c-MYC inducible cells were treated with either siXBP1 or MKC8866 and then grown with or without doxycycline (Dox). Cell viability was measured after 3 days. **h** Same procedure was performed as in **g**, colony formation (CF) was measured after 2 weeks while prostatospheres (PS) after 1 week. **i** LNCaP cells were transfected with 1 μg of pGL3-MYC luciferase reporter plasmid plus either empty vector (pCDNA3) or the pCDNA3-Flag-XBP1s plasmid. Luciferase activity was determined after 48 h. Results are from a representative experiment in triplicate. * Indicates statistical differences in LUC values compared to vector-transfected cells (*P* < 0.05) by Student's *t*-test. **j** LNCaP cells were transfected with either empty pCDNA3 vector (Ctrl) or the pCDNA3-Flag-XBP1s plasmid. After 48 h, ChIP assay was performed using Flag antibody. The data are representative of two experiments in duplicate. Two responsive sites (#1 and #2) as well as one non-responsive site (#3) are presented. *P < 0.05, Student's *t*-test, error bars denote the SD

One potential mechanism for these observations is that c-MYC expression is regulated by the IRE1α-XBP1s axis. In support of this hypothesis, c-MYC protein expression was inhibited by *XBP1* knockdown as well as MKC8866 treatment, in both LNCaP and VCaP cells, whereas levels of its heterodimer partner MAX and cofactor TRRAP were not significantly affected (Fig. 4e). Consistently, there was a significant decrease in *c-MYC* mRNA expression, as well as its target gene expression, represented by *SHMT1*, *PCNA*, *MTHFD1, CDC25A, ATF4*, and *PPAT*, whereas *MAX* and *TRRAP* mRNA levels were unchanged upon *XBP1* knockdown or MKC8866 treatment (Supplementary Fig. 9b). In contrast, ectopic expression of XBP1s dose-dependently increased c-MYC protein expression in LNCaP (Fig. 4f) and VCaP cells (Supplementary Fig. 9c), which led to an increased resistance to the bromodomain inhibitor JQ1 (Supplementary Fig. 9d). In keeping with this finding, c-MYC immunohistochemical staining intensity was significantly weaker in xenograft tumor sections from MKC8866-treated mice compared with untreated mice (Supplementary Fig. 9e). Furthermore, XBP1-knockdown or MKC8866-mediated inhibition of LNCaP cell viability, colony formation, as well as prostatosphere growth were rescued, at least in part, upon inducible expression of c-MYC (Fig. 4g, h). Similar results were obtained upon c-MYC ectopic expression (Supplementary Fig. 9f and 9g). In addition, ectopic expression of flag-XBP1s activated a *c-MYC* promoter-driven luciferase reporter in a dose-dependent manner in LNCaP (Fig. 4i) and 293T cells (Supplementary Fig. 9h). TG-induced mild stress also activated the *c-MYC* reporter activity in 293T cells, while stronger stress did not, likely due to the translation inhibition by PERK-eIF2α activation (Supplementary Fig. 9i). Finally, chromatin immunoprecipitation (ChIP) analysis showed that XBP1s associated with two response elements in the *c-MYC* gene 5ʹ flanking region (Fig. 4j); consistently, the deletion of these elements in the *c-MYC* promoter significantly impaired the *c-MYC* reporter activation in 293T cells (Supplementary Fig. 9j), indicating that XBP1s directly regulates *c-MYC* transcription. Together, these data suggest that the IRE1α-XBP1s axis is required for c-MYC expression and function in PCa cells.

### XBP1 gene expression signature is strongly associated with PCa prognosis

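To combine the 2 experiments, the effect of inhibition (siXBP1 or MKC8866, each against its own control) was tested in one fit of the 16 libraries with the experiment as a covariate. A gene was taken as lower at an adjusted p under 0.01 and a fall of more than 1.2-fold, values that bound the combined columns of Supplementary Data 1, since the text of the paper does not name the model or the thresholds. This gave 824 lower genes. Of these, 415 were called lower in both separate comparisons, 384 only after knockdown, 19 only with MKC8866 and 6 in neither. For 483 of the 824 the response differed between the treatments in the interaction test. DESeq2 gave 916 genes. With the replicate number of each experiment as a block the fit gave 478 genes. The definition of the list moved its length most, to 3985 genes called lower in at least one of the separate comparisons.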

Integrated analysis of gene expression profiles upon XBP1 knockdown and MKC8866 treatment identified 733 genes which were significantly downregulated by XBP1 knockdown or MKC8866 (Supplementary Data 1). Next, we evaluated the possibility that the expression of these genes could serve as potential prognostic biomarkers for PCa. To assess this, a subset of significantly differentially expressed IRE1α-XBP1s genes was tested as disease-free survival predictors in three independent cohorts of PCa patients. To avoid cohort-dependent effects, the data was quantile normalized. Eventually, a five-gene combination, defined as the XBP1 signature, was identified using an unbiased prediction and feature selection algorithm for high-dimensional survival regression^19^. This five-gene signature, including *ANLN*, *CSNK1G3*, *RRM2*, *SLC35A2*, and *UBAC2*, demonstrated remarkable predictive power on disease-free survival in the TCGA (logrank test, *P* = 8 × 10^−5^), MSKCC (logrank test, *P* = 7.8 × 10^−4^), and GSE94767 datasets (logrank test, *P* = 2.6 × 10^−4^) (Fig. 5a–c). Further analyses showed significant correlation between elevated XBP1 signature gene expression and shorter biochemical recurrence (BCR)-free survival in the TCGA (logrank test, *P* = 1.9 × 10^−2^), GSE70768 (logrank test, *P* = 5.9 × 10^−3^), and GSE70769 datasets (logrank test, *P* = 5.5 × 10^−4^) (Fig. 5d–f). Taken together, these data show that XBP1 pathway activation correlates with poor survival in PCa patients and a gene signature derived from XBP1-regulated genes may have clinical utility.

**Fig. 5:**
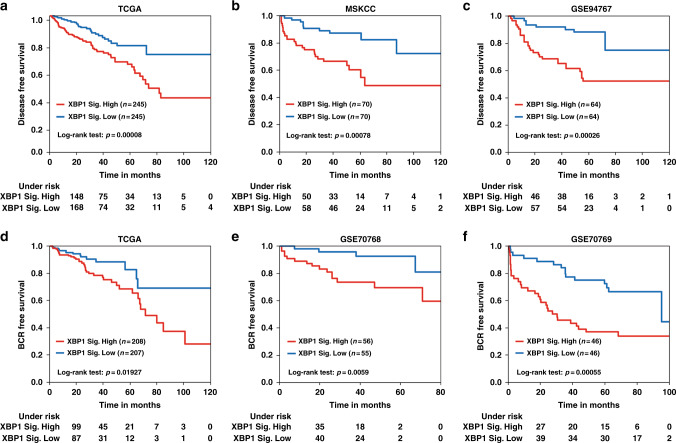
XBP1 gene signature is strongly associated with prostate cancer prognosis. Kaplan–Meier graphs demonstrating a significant association between high expression of the XBP1 signature (red line) and shorter disease-free survival in the TCGA (**a**), MSKCC (**b**) and GSE94767 (**c**) patient datasets. Kaplan–Meier curves showing significant association of elevated XBP1 gene signature expression (red line) with shorter biochemical recurrence (BCR) free survival in TCGA (**d**), GSE70768 (**e**), and GSE70769 (**f**) cohorts of PCa patients. The log-rank test *P* values are shown

## Discussion

Previous work has shown that UPR signaling can affect various aspects of tumor cell biology including angiogenesis, invasion, mitochondrial function, intercellular communication, tumor-associated inflammation, as well as therapy resistance^3–5^. However, potential translational applications for targeting UPR have largely been missing. Here, we have shown that MKC8866, an IRE1α RNase-specific inhibitor molecule, displays significant therapeutic activity in various preclinical models of PCa in vivo.

The major output of IRE1α RNase activity is the synthesis of the transcription factor XBP1s that was previously implicated in cancer. XBP1s is overexpressed in a variety of cancers^7^ suggesting that it acts as a proto-oncogene. XBP1s overexpression in cancer cells can directly promote tumorigenesis, such as in chronic lymphocytic leukemia^20^, and targeting activated IRE1α and subsequent *XBP1* splicing had promising results in preclinical models in multiple myeloma^6^. Furthermore, XBP1s interacts with hypoxia-inducible factor 1-alpha (HIF1α) in triple negative breast cancer and drives tumor progression by inducing a hypoxia signature gene expression program^21^. Interestingly, XBP1 can blunt antitumor activity by interfering with the function of tumor-associated dendritic cells^22^. The XBP1s and ATF6α target, P58IPK, has also been linked to survival of malignant cells facing ER stress, mediating an adaptive response to chronic UPR signaling^23^.

Despite significant knowledge in other malignancies, the potential function of IRE1α-XBP1s signaling in PCa has not been clear. We recently found that IRE1α activation has a pro-survival role in PCa^11^. The data we presented here show that specific inhibition of IRE1α with MKC8866 has remarkable efficacy to inhibit PCa in mouse models, as well as synergizing with both targeted and chemotherapeutic drugs that are used against PCa in the clinic (Fig. 2). This is significant as patients either do not respond, or eventually develop resistance to PCa therapies that are currently available^10^. To circumvent the development of resistance and to achieve the best response, clinical studies are ongoing to establish combinatorial regimens that have better efficacy than monotherapies^9,24^. In this context, MKC8866 could potentially provide a valuable addition to the spectrum of PCa therapies, especially in tumors that display elevated IRE1α-XBP1s activity upon ADT or chemotherapy.

A previous study has made a connection between the UPR and c-MYC in which PERK-eIF2α-ATF4 signaling was found to mediate the oncogenic effect of c-MYC by activating cytoprotective autophagy in lymphomas^25^. In addition, targeting the kinase activity PERK with a small molecule inhibitor resulted in antitumor and antiangiogenic activity in multiple preclinical models^26^. While these two studies position UPR as a downstream effector of MYC, the current study is the first to show direct activation of MYC expression and its transcriptional output by one of the canonical UPR arms. Taken together, and given the central role of c-MYC in various cancer types, these findings demonstrate that there may be a positive feedback loop between MYC and UPR in cancer, offering opportunities for therapeutic targeting.

Here we demonstrated, for the first time, that the central oncogenic c-MYC signaling pathway, previously shown to have important roles in PCa progression^13^, is directly activated by IRE1α signaling through XBP1s. Consistently, depleting XBP1s either by the IRE1α RNase-specific inhibitor MKC8866 or siRNA-mediated knockdown results in reduced c-MYC levels and tumor regression (Fig. 6). In addition, XBP1s and c-MYC signaling pathway activation are remarkably correlated in human PCa cohorts (Fig. 4a and Supplementary Fig. 9a). Rescue experiments established that the tumor suppressive activity of MKC8866 is, at least in part, due to inhibition of XBP1s-mediated c-MYC expression (Fig. 4g, h, and Supplementary Fig. 9e and 9f). Despite its important roles in PCa, as well as in other cancer types^12^, previous efforts to inhibit c-MYC function have not been fruitful^27^. The bromodomain inhibitor JQ1 suppresses c-MYC signaling, among its many other effects in PCa, yet our findings indicate that high XBP1s tumors may be more resistant to JQ1 (Supplementary Fig. 9d), due to the potentially higher c-MYC levels. Our findings raise the possibility that c-MYC can be targeted through the IRE1α-XBP1s pathway not only in PCa, but also in other cancer types where c-MYC is important. In addition to c-MYC, our analyses identified other signaling pathways that are also involved in mediating the effects of IRE1α-XBP1s axis in PCa. For example, mTORC1 signaling and fatty acid metabolism-related signaling pathways were significantly affected by MKC8866 treatment or XBP1 knockdown (Fig. 4d); these two are mechanistically important and clinically actionable pathways whose inhibition may synergize with MKC8866. Further work is required to assess this possibility.

**Fig. 6:**
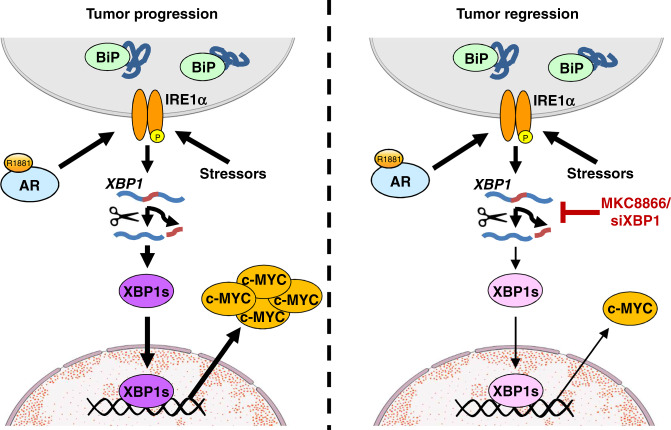
A schematic summary of the present findings. In PCa cells, the androgen receptor (AR) directly activates IRE1α expression, that can also be induced by various stressors on the cell. IRE1α then splices *XBP1* mRNA and allows for XBP1s generation. XBP1s transcriptionally induces c-MYC expression, a potent oncoprotein that contributes to tumor progression (left panel). MKC8866 or siXBP1 inhibit XBP1s expression, resulting in significantly decreased c-MYC levels leading to tumor regression (right panel)

During the review process of this manuscript, a study demonstrated that c-MYC is critical for the IRE1α-XBP1s pathway in breast cancer cells by directly activating IRE1α expression and potentiating XBP1s transcriptional activity^28^. Consistently, MKC8866 strongly inhibited c-MYC-driven tumor growth in preclinical models of breast cancer in vivo. Additional work is required to establish if XBP1 activates c-MYC expression in breast cancer cells as well, and whether c-MYC regulates IRE1 expression and XBP1 activity in PCa cells. If so, XBP1s–c-MYC axis will provide a strong feedback loop that establishes a pro-survival pathway in cancer cells that could be targeted at multiple sites for potential therapeutic applications.

PCa is largely indolent: thus, one of the most challenging aspects in the clinic is to identify PCa cases that have an aggressive phenotype compared with the slow-growing, non-dangerous tumors. In this regard, the XBP1s gene signature that we have identified has significant predictive power for disease-free or BCR-free survival in various cohorts (Fig. 5). Additional studies are required to test the utility of this gene signature for disease stratification in the clinic.

In summary, these data demonstrate the pivotal pro-survival role of IRE1α-XBP1s signaling in PCa cells and identify MKC8866 as a candidate drug that could be used in future clinical trials. In addition, our findings establish a direct link between UPR signaling and oncogene activation.

## Methods

### Cell culture

The human PCa cell lines LNCaP and 22Rv1 were purchased from the American Type Culture Collection (LGC Standards); the VCaP cell line was a kind gift of Frank Smit (Radboud University Nijmegen Medical Centre, The Netherlands); the C4-2B cell line was a generous gift of Leland Chung (Cedars-Sinai Medical Center, CA). Cells were routinely kept in a humidified 5% CO_2_ and 95% air incubator at 37 °C in RPMI 1640 containing 10% fetal bovine serum (FBS), 5 mg ml^−1^ penicillin/streptomycin, and 2 mM l-glutamine (Lonza). The LNCaP c-MYC inducible cell line was cultured in RPMI with 10% FBS + puromycin (2 μg ml^−1^) and geneticin (50 μg ml^−1^)^29^. The hormone responsiveness and expression of proteins characteristic to each cell line were tested on a regular basis. For hormone responsiveness experiments, cells were plated in full medium containing 10% FBS and then preincubated in medium containing 5% charcoal-treated (CT)-FBS for 3 days before the induction with the synthetic androgen R1881 (1 nM) for the indicated time periods. All cell lines were routinely tested and were negative of mycoplasma contamination.

### Reagents

XBP1 siRNA was purchased from Santa Cruz (sc-38627), Allstar Negative Control siRNA was from Qiagen (SI03650318), the human pCDNA3-Flag-XBP1s expression plasmid was from GenScript (OHu25513), the pCDNA3-HA-c-MYC was a gift from Martine Roussel (Addgene plasmid # 74164)^30^, and the pGL3-basic and pGL3-MYC luciferase reporter plasmids were kindly provided by Odd Stokke Gabrielsen^31^.

MKC8866 was obtained from Fosun Orinove. Abiraterone acetate (200030) and enzalutamide (201821) were purchased from Medkoo Biosciences. Docetaxel (S1148) and cabazitaxel (S3022) were from Sellekchem and Paclitaxel (P-9600) was from LC Laboratories. JQ1 was a kind gift from Stefan Knapp.

### Cell viability assay

Cells were plated in 96-well plates, treated and grown for 3 days. Cell viability was determined using the Cell Count Kit-8 (CCK-8) (Sigma) according to the manufacturer’s instructions.

### Colony formation assay

Briefly, cells were trypsinized, seeded on plastic dishes (attached) or on top of 0.4% low-melting agarose (unattached), and cultured for the indicated time periods. The cells were then fixed and stained with 0.1% crystal violet, and the total area covered by the colonies was measured using an imaging system (Syngene).

### Prostatosphere assay

Cells (1000 cells ml^−1^) were cultured in suspension in serum-free DMEM-F12 (BioWhittaker) supplemented with B27 (1:50, Invitrogen), 20 ng ml^−1^ EGF (E9644, Sigma), 20 ng ml^−1^ FGF2 (F0291, Sigma), and 4 μg ml^−1^ insulin (I9278, Sigma). For propagation, spheres were collected by gentle centrifugation, dissociated to single cells and then cultured to generate prostatospheres of the next generation. Spheres were imaged after growth for 10 days, and areas covered by spheres was measured and quantified by ImageJ.

### Quantitative PCR

Total RNA was isolated using the TRI Reagent (Sigma-Aldrich, T9424) according to the manufacturer’s instructions and 1 μg of RNA was reverse transcribed using Superscript II (Invitrogen 18064014). The cDNA was used in qPCR whose primer sequences are listed in the Supplementary Information (Supplementary Table 1). A standard curve made from serial dilutions of cDNA was used to calculate the relative amount of the different cDNAs in each sample. The values were normalized to the relative amount of the internal standard GAPDH. The experiments were performed in triplicate and repeated thrice with consistent results.

### Western analysis

Cells were washed once in ice-cold phosphate-buffered saline (PBS) and lysed in radioimmunoprecipitation assay (RIPA) buffer (0.1% SDS, 1% NP-40, 0.5% sodium deoxycholate, 50 mM Tris–HCl pH 8.8, 150 mM NaCl) and cell lysates were boiled at 95 °C for 5 min. Protein samples were then resolved by SDS–PAGE and transferred to a PVDF membrane (Bio-Rad). The blotted membrane was blocked in 5% nonfat dry milk in Tris-buffered saline (TBS) containing 0.1% Tween (TBS-Tween) for 1 h followed by incubation with primary antibody in TBS-Tween containing 5% bovine serum albumin (BSA) for 14–16 h at 4 °C. c-MYC (32072; 1:1000), MAX (199489; 1:1000), and TRRAP (73546; 1:1000) antisera were from Abcam; XBP1s (12782; 1:1000), IRE1α (3294S; 1:1000), phospho-eIF2α (9721L; 1:1000), eIF2α (9722S; 1:1000), BiP (3183; 1:1000), and P58IPK (2940; 1:1000) were from Cell Signaling; AR (sc-816; 1:500), XBP1 (sc-7160; 1:500), ATF6α (sc-166659; 1:500), and GAPDH (sc-47724; 1:2000) were from Santa Cruz; phospho-IRE1α was from Thermo Scientific (PA1-16927; 1:500); TMPRSS2 was from Epitomics (2770-1; 1:1000). The membranes were then incubated with horseradish peroxidase-conjugated anti-rabbit IgG or anti-mouse IgG (Sigma-Aldrich) secondary antibodies in 5% nonfat dry milk dissolved in TBS-Tween for 1 h at room temperature. ECL Western blotting analysis system was utilized for detection of the immunoreactive bands according to the manufacturer’s instructions (Amersham Pharmacia Biotech). Uncropped gels of the representative Western blot results are shown in Supplementary Fig. 10.

### Luciferase reporter assay

LNCaP or 293T cells were cultured in six-well plates, transfected with 1 μg of pGL3-MYC luciferase reporter plasmid plus either empty vector (pCDNA3) or the pCDNA3-Flag-XBP1s plasmid of the indicated concentration for 24 h before harvest. Luciferase activity was determined using a luciferase assay system (Promega) and a Wallac Victor^2^ 1420 Multilabel counter (Perkin Elmer).

### Chromatin immunoprecipitation

ChIP experiments were carried out according to the standard protocol (Upstate Biotechnology) with some modifications. Briefly, cells were treated as indicated before cross-linking with 1% formaldehyde at 37 °C. The cells were then quenched with 125 mM glycine. Chromatin was sheared using the Bioruptor sonicator (Diagenode). After centrifugation, sheared chromatin was immunoprecipitated overnight with a Flag antibody (A00187, GenScript), or mouse IgG. Antibody bound chromatin complexes were then immunoprecipitated with protein A-agarose beads, and eluted in SDS buffer. Formaldehyde cross-linking was reversed at 65 °C overnight, followed by DNA purification. Immunoprecipitated DNA, as well as input DNA, was quantified by qPCR using specific primer sets as indicated. Primer sequences are available upon request.

### Xenografts

All procedures on mice, including mouse strain, sex, age, number of animals allowed, and housing, were conducted according to an experimental protocol approved by the University of Oslo Institutional Animal Care and Use Committee. Briefly, cells were grown in vitro and for each injection suspended in 50 μl RPMI-1640 medium and mixed with 50 μl matrigel (BD Biosciences). The mixture was then subcutaneously inoculated into male nude mice (BALB/c Nu/Nu, 5 weeks of age) in both hind flanks.

After palpable tumors appeared, the mice were randomly grouped and daily received either 300 mg kg^−1^ MKC8866 or vehicle (1% microcrystalline in 1 g ml^−1^ sucrose). For the combinatorial experiment of MKC8866 and enzalutamide, mice were assigned into four groups (*n* = 6 per group): oral gavage of 300 mg kg^−1^ MKC8866 every other day, oral gavage of 30 mg kg^−1^ enzalutamide every other day, a combination of daily gavage of either MKC8866 or enzalutamide, and daily gavage of either MKC8866 or 0.5% HP methyl cellulose with 0.1% Tween 20 as a vehicle control. The four groups (*n* = 6 per group) for the combination of MKC8866 and abiraterone acetate were: oral gavage of 300 mg kg^−1^ MKC8866 every other day, oral gavage of 20 mg kg^−1^ abiraterone acetate every other day, a combination of two treatments, and corresponding vehicles. The four groups (*n* = 6 per group) for the combination of MKC8866 and cabazitaxel were: oral gavage of 300 mg kg^−1^ MKC8866 every other day, intraperitoneal injections of 5 mg kg^−1^ cabazitaxel twice a week, a combination of two treatments, and corresponding vehicles. Tumor weight was measured in the end of experiment.

For assessment of potential synergistic effects: assuming the fractional response to drug A alone is Fa, and similarly that of drug B alone is Fb, synergy is defined when the combinatorial fractional response Fc > Fa*(1 − Fb). For a review see ref. ^32^.

### Histological and immunohistochemical staining

After de-paraffinization, the tumor sections were first stained with hematoxylin and then eosin following the manufacturer’s guidelines (Thermo Fisher Scientific) for histological evaluation. Necrotic content was scored and quantified using ImageJ. For immunohistochemistry, antigen retrieval was done by autoclaving at 120 °C for 10 min in 10 mM citrate buffer (pH 6.4) following de-paraffinization. The primary antibodies PCNA (P8825, Sigma; 1:200), cleaved caspase-3 (#9664, Cell Signaling; 1:200), c-MYC (32072, Abcam; 1:100), and XBP1s (a kind gift from Eric Chevet; 1:200)^33^ were used for overnight incubation at 4 °C. The Supersensitive Detection kit (Biogenex) was used for antigen detection.

Primary prostate tumors were prospectively collected at the Norwegian Radium hospital, University of Oslo, and consecutive tumor sections were generated for immunohistochemical analysis of XBP1s and c-MYC colocalization. The study was approved by the South-East Norway Health Authority Regional Ethics Committee.

Human PCa specimens (*n* = 260) were obtained from Vancouver Prostate Centre Tissue Bank. The H&E slides were reviewed, and the desired areas were used to construct TMAs (Beecher Instruments, MD, USA). All specimens were from radical prostatectomies. IHC was conducted by Ventana auto-stainer model Discover XT (Ventana Medical System, Tuscan, Arizona) with enzyme-labeled biotin streptavidin system and solvent-resistant DAB Map kit. For scoring, values on a four-point scale were assigned to each immunostain. Descriptively, 1 represents no apparent staining or very weak level of staining, 2 represents a faint or focal, questionably present stain, 3 represents a stain of convincing intensity in a minority of cells, and 4 represents a stain of convincing intensity in a majority of cells. SPSS 10.0 software was used for IHC statistical analysis.

### RNA sequencing

For siXBP1 group, LNCaP cells were reverse-transfected with either Allstar control siRNA or XBP1 siRNA, after 2 days the cells were treated with 30 nM TG for 3 h; for MKC8866 group, LNCaP cells were treated with either DMSO or 10 μM MKC8866 for 1 day before being induced with 30 nM TG for 3 h. After RNA extraction, the sequencing was performed at the Norwegian Sequencing Center, where the TruSeq stranded RNA sample prep kit was used for library generation, and 150 bp paired end sequencing was performed using an Illumina HiSeq 3000 instrument (Illumina, Inc.). All sequence data sets have been submitted to GEO (GSE103864).

### Gene expression quantification

Raw sequencing reads were aligned onto the human reference genome (hg38) using the STAR software (version 2.5.2)^34^. Read summarization was performed using the featureCounts function of the Subread package^35^ and the gene annotation file *Homo_sapiens.GRCh38.85.gtf* downloaded from the ENSEMBL annotation server.

### XBP1 isoform expression quantification

Isoform-specific XBP1 expression was quantified using the splice-loci output generated from the STAR alignments. The relative abundance of the spliced XBP1 isoform was estimated as the number of spliced reads that mapped from chr22: 28,796,122 to chr22: 28,796,147 (hg38) per million total spliced reads. Differential expression of isoform levels was evaluated using a negative binomial generalized linear model as implemented in the *glm.nb* function of the MASS R package. To account for differences in library depth, the total number of reads sequenced was added as an additional covariate into the model.

### Differential expression analysis

Differential expression analysis was conducted using the R statistical software in conjunction with the DESeq2 package^36^. In short, samples were normalized for sequencing depth using the standard DESeq2 function *estimateSizeFactors*. The DESeq2 modeling framework is based on the negative binomial distribution and uses the DESeq2 normalized gene counts as input. Two independent models were used to test differential expression between the siXBP1 and siCtrl and between the MKC8866 and vehicle groups. Analysis was restricted to genes with more than five counts in at least one sample per group.

### Overlap analysis

To assess the statistical significance of overlap between the top 100 differentially expressed genes in the two treatments, a binomial test was used. The hypothesized probability of success was estimated as 100 divided by the number of genes included in the differential expression analysis.

### Hallmark pathway enrichment analysis

Hallmark pathway enrichment analysis was performed to help the interpretation of the set of up-regulated or down-regulated genes derived from the differential expression analyses. The hallmark gene set annotation was downloaded from the Molecular Signature Database v6.0 (http://software.broadinstitute.org/gsea/msigdb/index.jsp). This annotation contains 50 gene sets and each gene set was independently tested for enrichment. To statistically assess the enrichment, we performed a Kolmogorov–Smirnov test comparing the distribution of log2 fold changes between genes annotated to a given gene set and all other genes.

### Bioinformatics analysis

The concordance of AR activity^37^ and expression of IRE1-regulated genes^38^ in PCa specimens is evaluated using the published datasets^39–42^. The samples were stratified into two groups based on AR activity levels, and expressions of prominent IRE1-regulated genes were compared. The statistical significance was determined by *t*-test.

The transcriptional activity of XBP1s was scored using a gene set including 36 XBP1s specific targets generated from this study and a previous report^38^. The transcriptional activity of c-MYC was predicted using the SCHUHMACHER_MYC_TARGETS_UP^43^. The correlation between XBP1s signaling and c-MYC signaling was evaluated using published PCa gene expression datasets, including TCGA cohort^41^, MSKCC cohort^40^, SU2C cohort^39^, GSE94767^42^, GSE54460^44^, GSE70768^45^, GSE6919^46,47^, GSE16560^48^, GSE35988^49^, GSE77930^50^, and GSE7076^51^.

RNA-seq data were analyzed using GSEA software to identify functionally related groups of genes (gene sets) with statistically significant enrichment^52,53^. The XBP1s-regulated genes identified here were subjected to differential expression analysis in normal and cancer tissues of prostate from multiple published PCa datasets^39–42^. Genes that showed significant increase in tumor compared with benign prostate were used in survival analysis with multiple PCa cohorts. Genes whose expression associated with poor prognosis were selected for further analysis.

For identification of potential XBP1s sites in the *c-MYC* flanking regions, we have used the transcription-binding site prediction PROMO program (http://alggen.lsi.upc.edu/); this was done using the default setting of 15% maximum matrix dissimilarity rate that is stringent. PROMO uses XBP-1-binding sites (CTCGAGATG) defined in the TRANSFAC database (version 8.3) (http://genexplain.com/transfac/) to construct weight matrices for the prediction. Under the given settings, we identified three binding regions within the overlapping parts of the two primer pairs used in the ChIP-qPCR experiment.

### Statistical analysis

Data are presented as mean and standard error of mean. All values were calculated using Microsoft Excel software. The treatment effects in each experiment were compared by two-sided *t*-test. Differences between groups were considered significant at *P* < 0.05.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

All relevant data are available within the manuscript and its supplementary information, or from the authors upon request. Please contact Yang Jin () or Fahri Saatcioglu () for any requests. All sequence data sets have been submitted to GEO (GSE103864). A reporting summary for this article is available as a Supplementary Information file.

# Supplementary material for: IRE1α-XBP1s pathway promotes prostate cancer by activating c-MYC signaling
**Source:** Nat Commun. 2019 Jan 24;10:323. doi: 10.1038/s41467-018-08152-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**IRE1 $\alpha$ -XBP1s pathway promotes prostate cancer by activating c-MYC signaling**

**Sheng *et al***

## Supplementary Figures

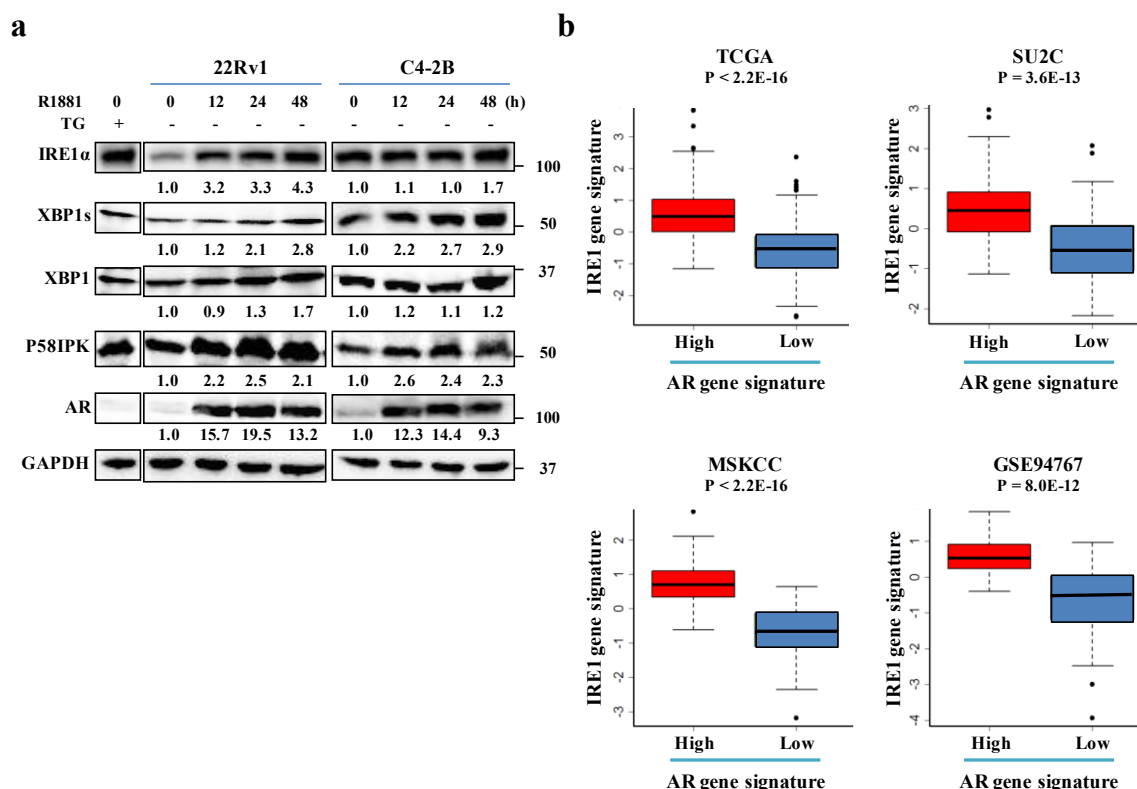

**Supplementary Figure 1.** Androgen signaling is activated in CRPC models and patient samples. **(a)** 22Rv1 and C4-2B cells were cultured under hormone deprived conditions for 72 h and then treated with 1 nM R1881 for the indicated times. Protein expression was determined by Western analysis. Extracts from 22Rv1 cells treated with 30 nM thapsigargin (TG) for 3 h were used as a positive control. Quantification of IRE1 $\alpha$  and XBP1s normalized to GAPDH expression was indicated below each corresponding blot. **(b)** Gene expression data from four different human PCa patient cohorts were grouped into high and low AR expression and level of IRE1 arm gene expression was compared between the two groups. Thick horizontal lines represent the median, and the boxes represent the upper and lower quartiles. The whiskers represent the 5th and 95th percentiles, and the outliers are presented as dots. P values for the different genes are indicated, student t-test.

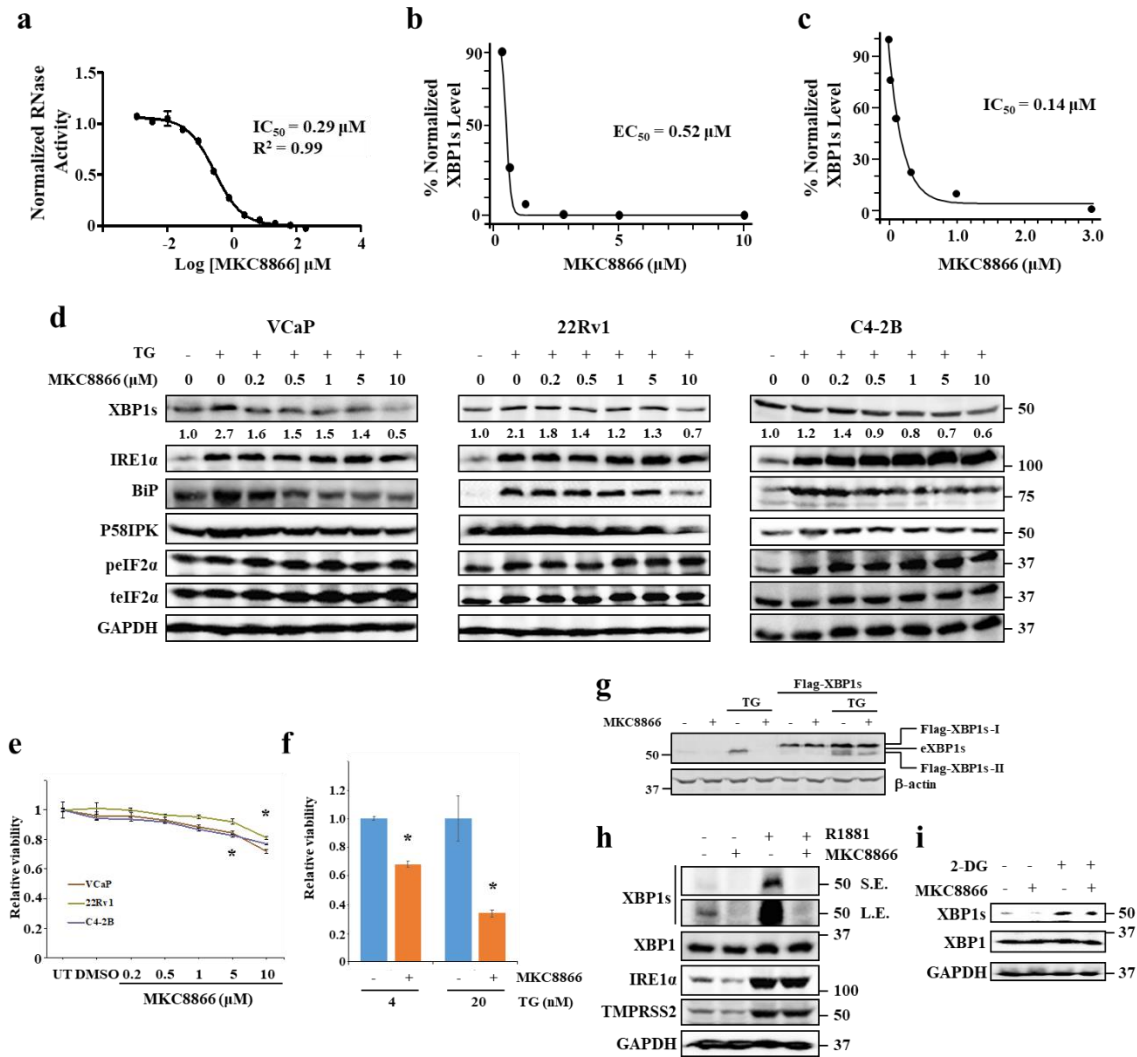

**Supplementary Figure 2.** Pharmacokinetic properties of MKC8866. **(a)** MKC8866 was pre-incubated with 10 nM recombinant IRE1 $\alpha$  for 1 h, 100 nM single hairpin RNA substrate was added, and cleavage activity was recorded. Data shown are at 30 min after substrate addition. **(b)** MM1 cells were treated with 1 mM DTT together with MKC8866 and *XBP1s* levels were determined by qPCR. **(c)** Unstressed RPMI 8226 cells were treated with increasing amounts of MKC8866 and *XBP1s* level was determined by qPCR. **(d)** VCaP, 22Rv1 and C4-2B cells were cultured in regular growth medium and treated with 30 nM TG and the indicated doses of MKC8866 for 24 h. Protein expression was then determined by Western analysis. **(e)** VCaP, 22Rv1 and C4-2B cells were either left untreated (UT), or treated with vehicle (DMSO) or MKC8866 with indicated doses. Cell viability was measured after 3 days. **(f)** C4-2B cells were

treated with either DMSO or 10  $\mu$ M MKC8866 in the presence of 4 nM or 20 nM TG. Cell viability was measured after 48 h. **(g)** LNCaP cells were cultured in 5% CT-FBS medium, transfected with 3  $\mu$ g of either empty vector or flag-XBP1s, treated with or without 10  $\mu$ M MKC8866 for 24 h. Prior to cell harvest and western analyses, the cells were either left untreated or treated with 30 nM TG for 5 h as indicated. Primary Flag-XBP1s band (-I), the TG-induced minor Flag-XBP1 species (-II), and the endogenous-XBP1s (e-XBP1s) band are indicated. Beta-actin was used as loading control (bottom). Molecular weight markers are shown on the left. **(h)** LNCaP cells were hormone starved in 5% CT-FBS media for 2 days before treatment with either ethanol or 1 nM R1881, in addition to DMSO as control or 10  $\mu$ M MKC8866. Cells were harvested after 24 h for Western analysis. Both short exposure (S.E.) and long exposure (L.E.) blots for XBP1s are shown. **(i)** LNCaP cells were treated with either ethanol or 2 mM 2-deoxyglucose (2-DG), plus either DMSO or 10  $\mu$ M MKC8866. Cells were harvested after 24 h for Western analysis. \* $P$ <0.05, student t-test, error bars denote the SD.

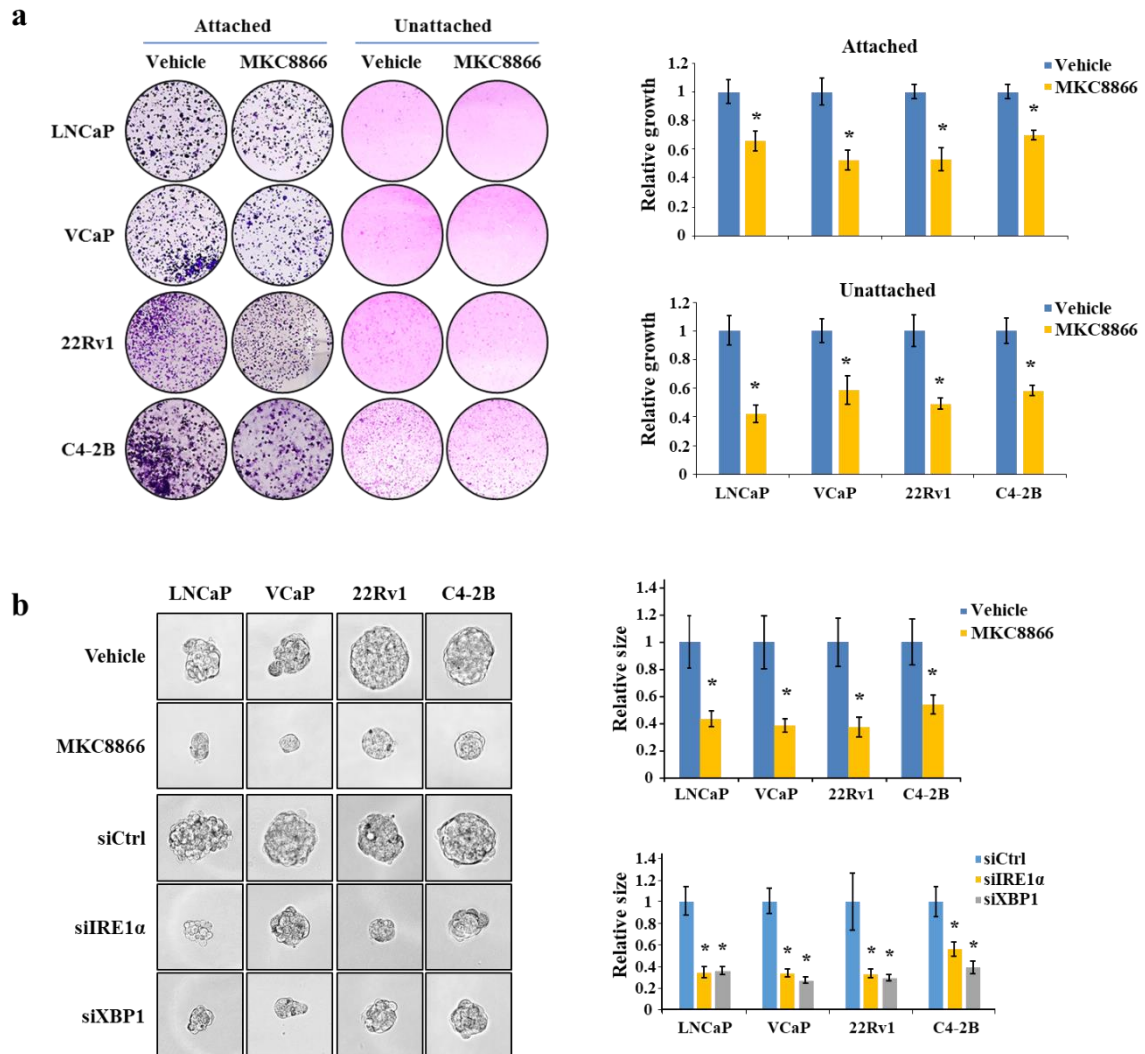

**Supplementary Figure 3.** MKC8866 inhibits formation of colonies and prostatospheres of various PCa cell lines in vitro. **(a)** LNCaP, VCaP, 22Rv1 and C4-2B cells were cultured in regular growth medium on plastic dishes (attached) supplemented with either DMSO or 10  $\mu$ M MKC8866, or cultured in regular growth medium containing 0.2% agarose on top of 0.4% agarose (unattached). Colonies were visualized and quantified after 1 or 2 weeks. **(b)** LNCaP, VCaP, 22Rv1 and C4-2B cells were seeded in low-attachment plates under the condition that allows for prostatospheres, in the presence of either DMSO or 10  $\mu$ M MKC8866, alternatively transfected with siRNAs of control, IRE1 $\alpha$  or XBP1. The spheres were imaged, the sizes were measured and quantified. \*P<0.05, student t-test, error bars denote the SD.

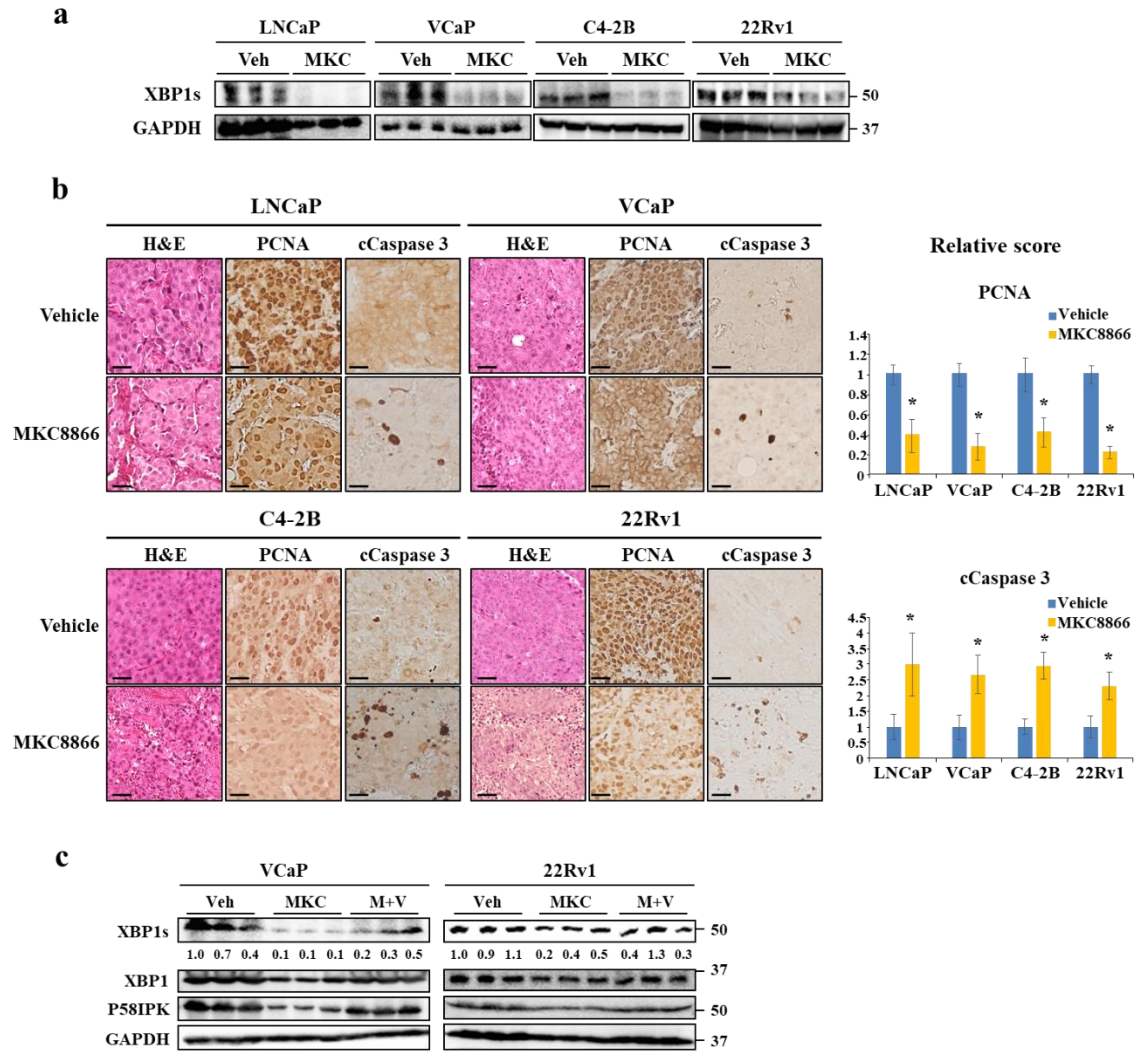

**Supplementary Figure 4.** Analyses of the in vivo effect of MKC8866 in multiple PCa xenograft models. **(a)** Western analyses of XBP1s levels in tumors presented in Fig. 2a. **(b)** Sections of tumors presented in Fig. 2a were stained with either hematoxylin and eosin (H&E), or immunostained for PCNA and cleaved Caspase-3 (cCaspase-3). The staining was then scored and quantified. Scale bars, 25  $\mu$ M. \* $P$ <0.05, student t-test, error bars denote the SD. **(c)** Western analyses of XBP1s, XBP1 and P58IPK levels in tumors presented in Fig. 2b.

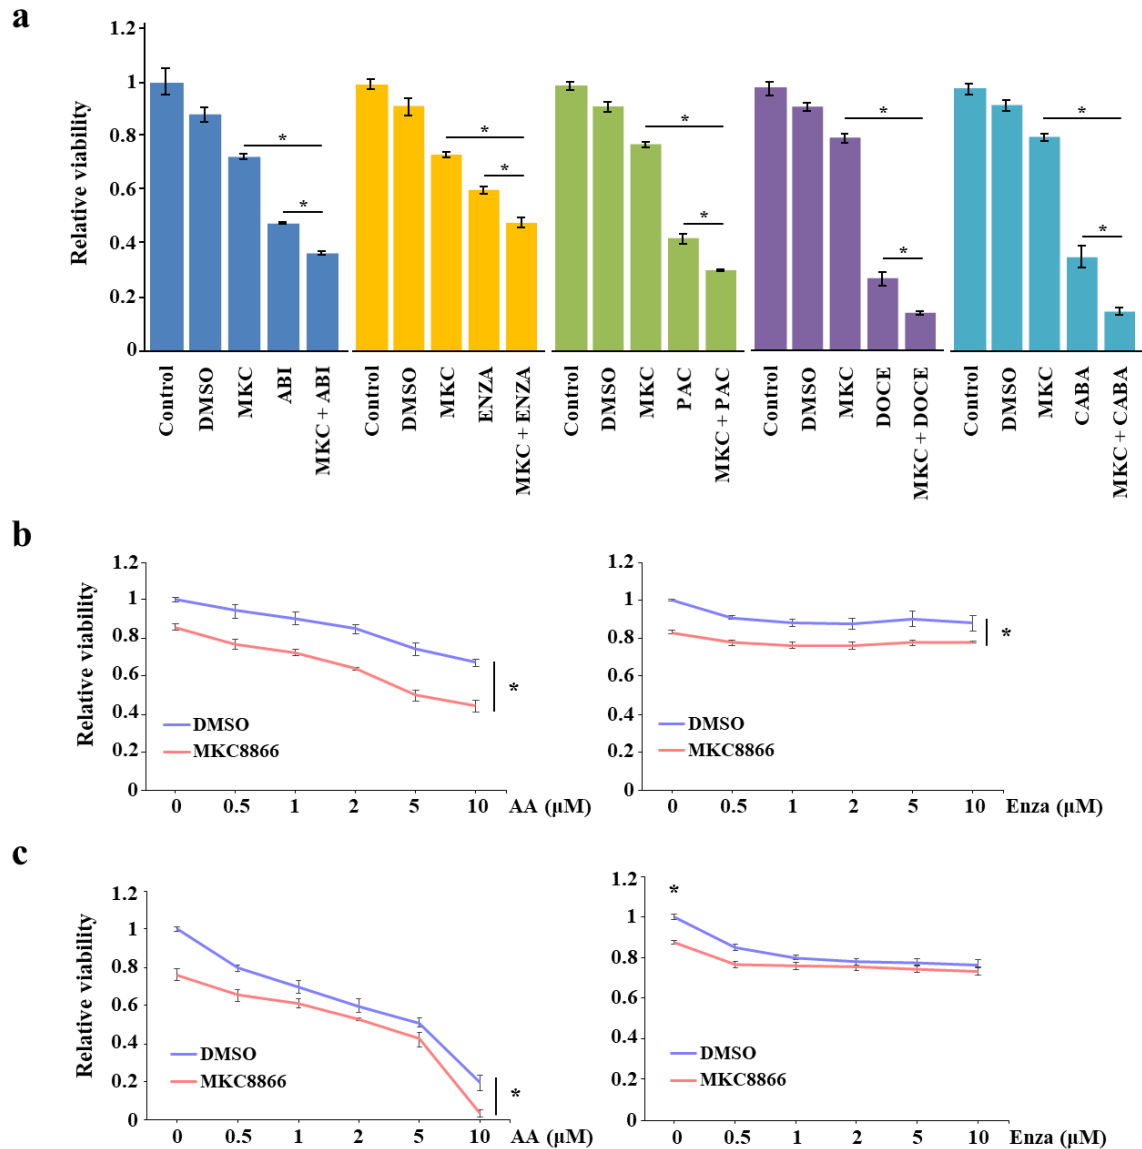

**Supplementary Figure 5.** Combinatorial effects of MKC8866 with PCa drugs used in the clinic *in vitro*. **(a)** LNCaP cells were seeded in 96-well plates and left either untreated (UT), treated with DMSO, MKC8866 (MKC, 5  $\mu$ M) or a clinical drug alone, or a combination of both. Cell viability was measured using the CCK8 assay after 3 days. The clinical drugs include abiraterone acetate (ABI, 5  $\mu$ M), enzalutamide (ENZA, 5  $\mu$ M), paclitaxel (PAC, 5 nM), docetaxel (DOCE, 10 nM), and cabazitaxel (CABA, 2 nM). **(b)** 22Rv1 cells were seeded in 96-well plates, treated with either DMSO or 10  $\mu$ M MKC8866, combined with abiraterone acetate (AA) or enzalutamide (Enza) with increasing concentrations as indicated. Cell viability was

measured after 3 days. **(c)** Similar experiment as in **b** was performed using C4-2B cells. \* $P < 0.05$ , student t-test, error bars denote the SD.

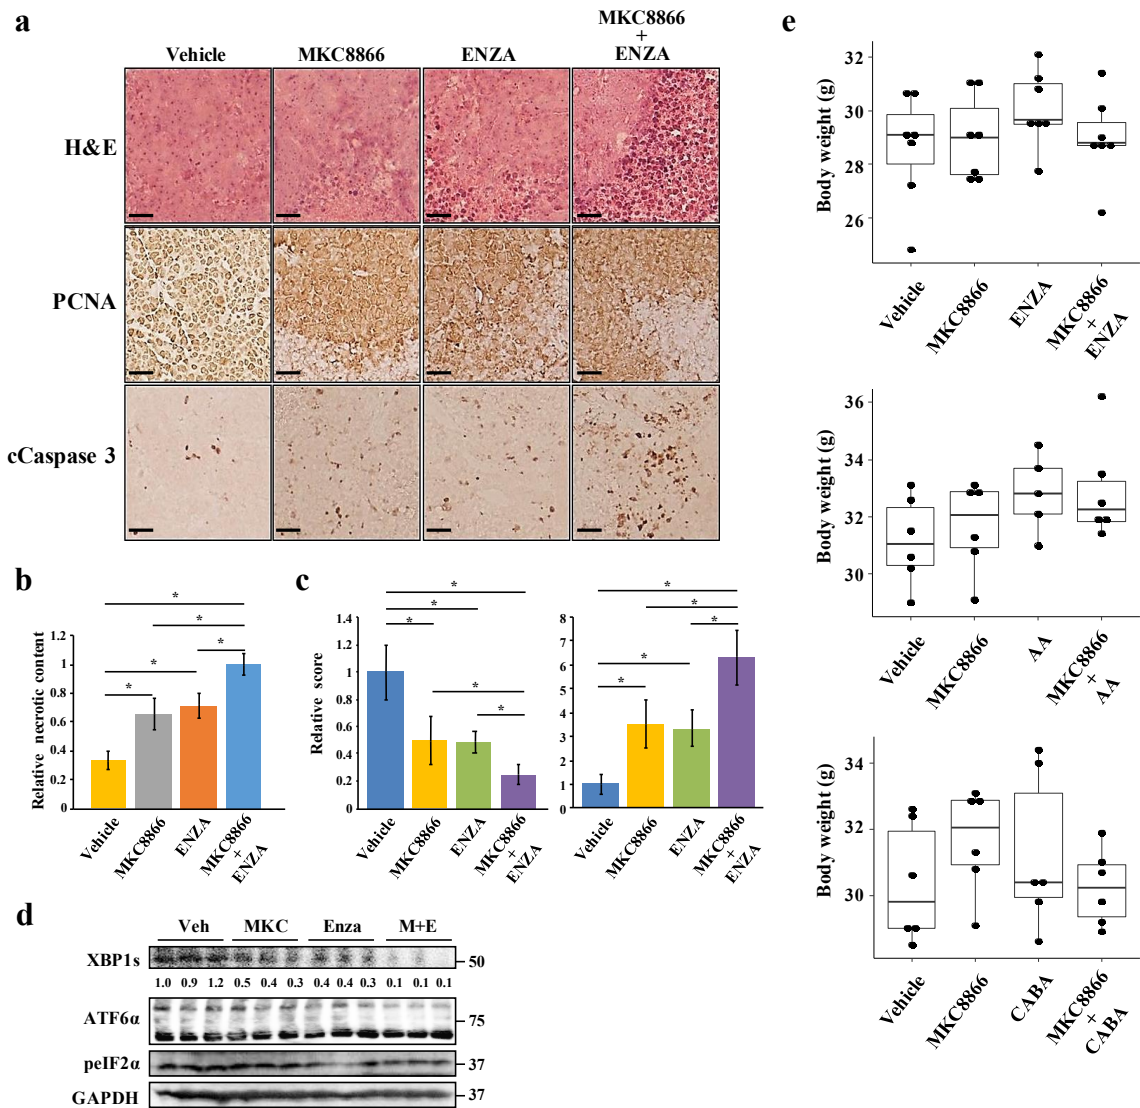

**Supplementary Figure 6.** Combinatorial effects of MKC8866 with clinical PCa drugs *in vivo*.

**(a)** H&E and immunohistochemical stainings of tumors from the experiment described in Fig. 2d. Scale bars, 40  $\mu$ M. **(b)** Necrotic area of three different tumor sections in each group was scored and quantified. P values were calculated by Student's t-test. **(c)** PCNA and cleaved caspase 3 staining was scored and quantified. P values were calculated by the Student's t-test. **(d)** Western analyses of tumors harvested in Fig. 2d. Veh, vehicle; MKC, MKC8866; Enza, enzalutamide; M+E, MKC8866 plus enzalutamide. **(e)** Body weights of mice in Fig. 2d-f were measured and compared at the end of the experiment. \*P<0.05, student t-test, error bars denote the SD.

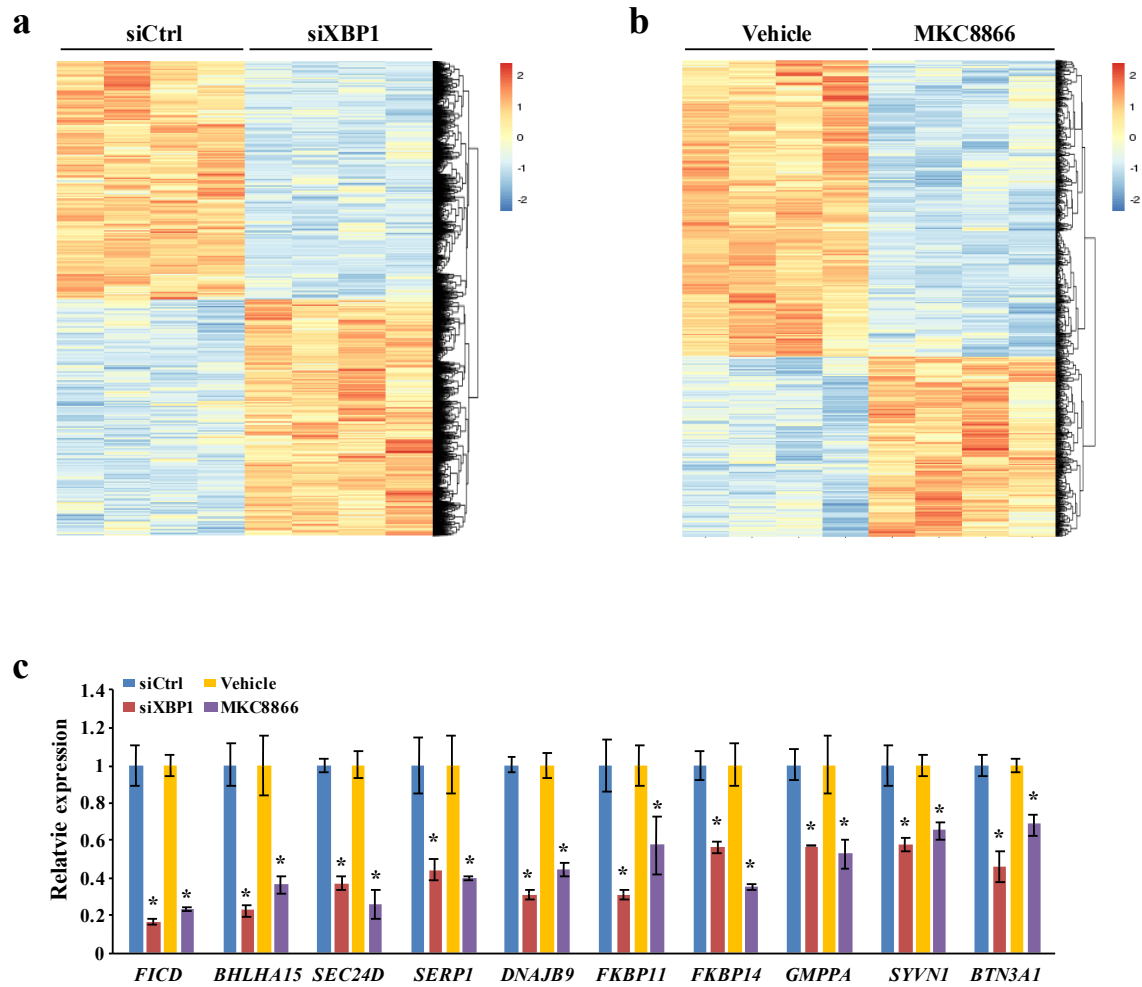

**Supplementary Figure 7.** Presentation and validation of the RNA-seq analyses. **(a)** Expression of top 100 genes identified in the RNA-seq analysis in XBP1 knockdown cells as differentially regulated are represented in a heat map. Each column represents an independent sample (quadruple). **(b)** Same as in **a**, but the analysis was done on the MKC8866-treated samples. **(c)** 10 of the top downregulated genes were validated by qPCR. Data are from an experiment done in triplicate. \* $P < 0.05$ , student t-test, error bars denote the SD.

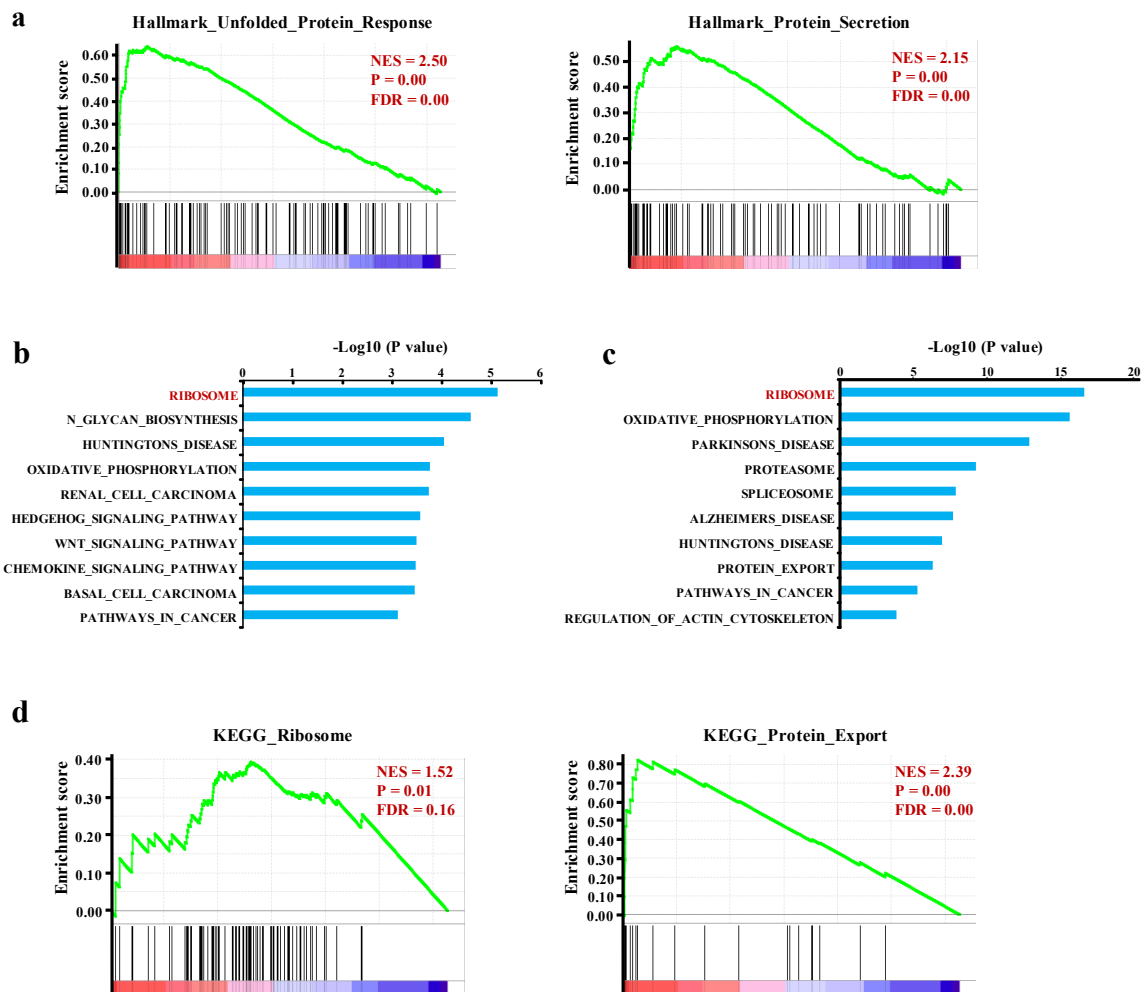

**Supplementary Figure 8.** GSEA and KEGG analyses of the RNA-seq data. **(a)** GSEA revealed positive enrichment of XBP1 target genes in Hallmark pathways Unfolded Protein Response and Protein Secretion. **(b)** KEGG analysis of siXBP1 RNA-seq data. **(c)** KEGG analysis of MKC8866 RNA-seq data. **(d)** GSEA revealed positive enrichment of XBP1 target genes in KEGG Ribosome and Protein Export.

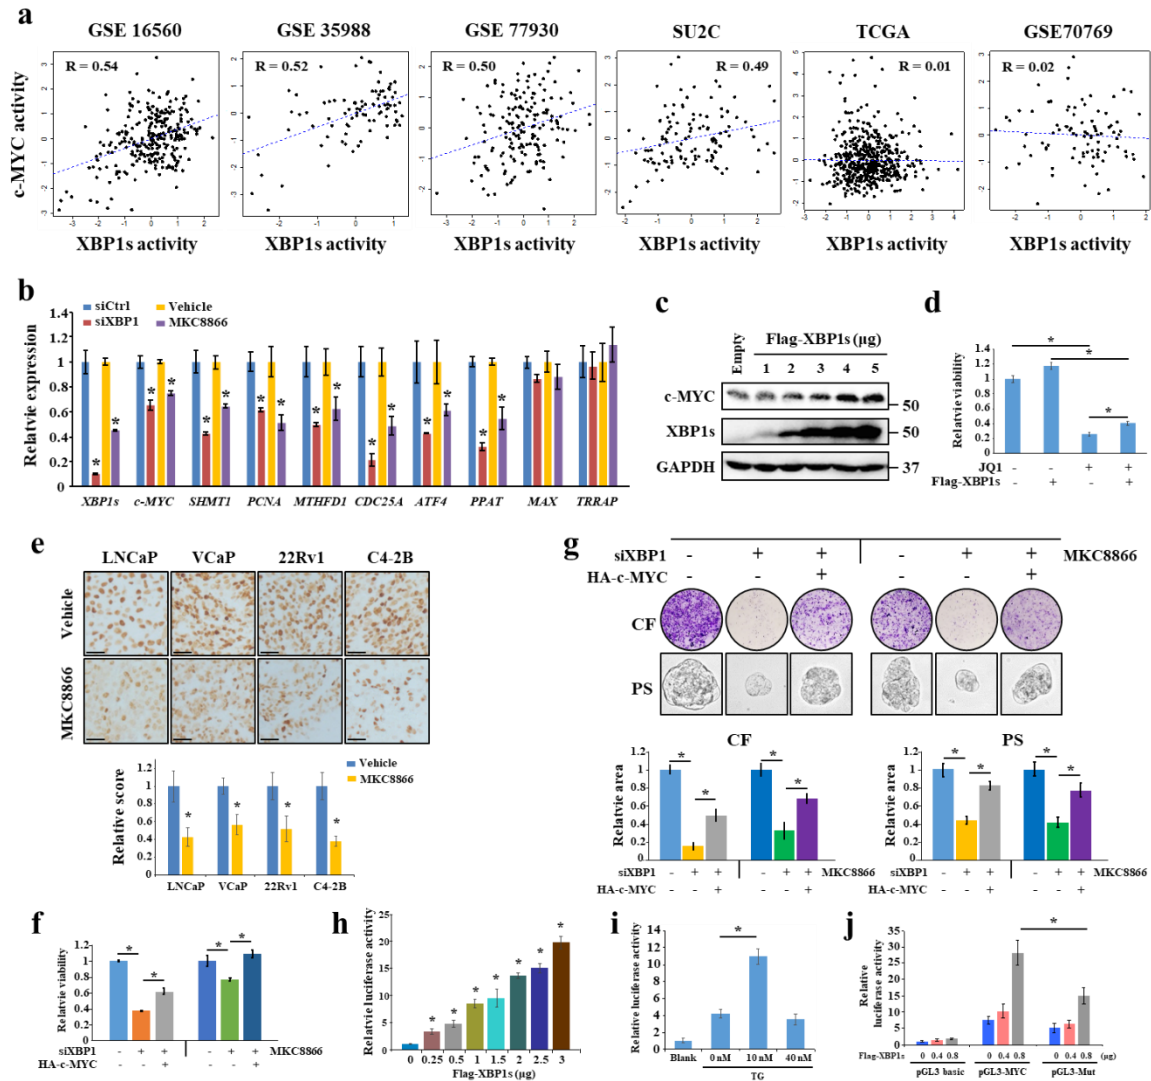

**Supplementary Figure 9.** Direct regulation of C-MYC expression by XBP1s in prostate cancer.

(a) The scatter plots show the relationship between target genes expression of XBP1s and c-MYC in six independent PCa datasets. (b) mRNA expression of *c-MYC*, its representative targets *SHMT1*, *PCNA*, *MTHFD1*, *CDC25A*, *ATF4* and *PPAT*, as well as *MAX* and *TRRAP* in XBP1 knockdown or MKC8866-treated LNCaP cells. (c) VCaP cells were transfected with either empty vector or flag-XBP1s expression vector. XBP1s and c-MYC levels were then determined by Western analysis after 2 days. (d) LNCaP cells were seeded in 96-well plates and transfected with either empty vector (pCDNA3) or the pCDNA3-Flag-XBP1s plasmid. Cells were then treated with either vehicle or 5  $\mu$ M JQ1. Cell viability was measured after 3 days. (e) Sections from xenograft tumors described in Fig. 2a were immunostained and scored

for c-MYC expression. Representative images are shown. Scale bars, 40  $\mu$ M. **(f)** LNCaP cells were either treated with siXBP1 or MKC8866, transfected with an expression vector for HA-tagged c-MYC, and grown in 10% CT-FBS medium. Cell viability was measured 3 days after HA-c-MYC transfection. **(g)** Same procedure was performed as in **e**, colony formation (CF) was measured after two weeks while prostatospheres (PS) after one week. **(h)** 293T cells were cultured in 5% CT-FBS medium, transfected with 1  $\mu$ g of pGL3-MYC luciferase reporter plasmid plus either empty vector (pCDNA3) or the pCDNA3-Flag-XBP1s plasmid. Luciferase activity was determined after 24h. Results are from a representative experiment in triplicate. **(i)** 293T cells were cultured in 5% CT-FBS medium, transfected with 1  $\mu$ g of pGL3-MYC luciferase reporter plasmid and treated with TG of the indicated dose for 6 h. Luciferase activity was determined. Results are from a representative experiment performed in triplicate. **(j)** 293T cells were cultured in 5% CT-FBS medium, transfected with 1  $\mu$ g of pGL3 basic, pGL3-MYC or pGL3-MYC deletion mutant (pGL3-Mut) luciferase reporter plasmid plus either empty vector (pCDNA3) or the pCDNA3-Flag-XBP1s plasmid. Luciferase activity was determined after 24h. Results are from a representative experiment in triplicate. \*P<0.05, student t-test, error bars denote the SD.

## Uncropped Western blots

Figure 1b

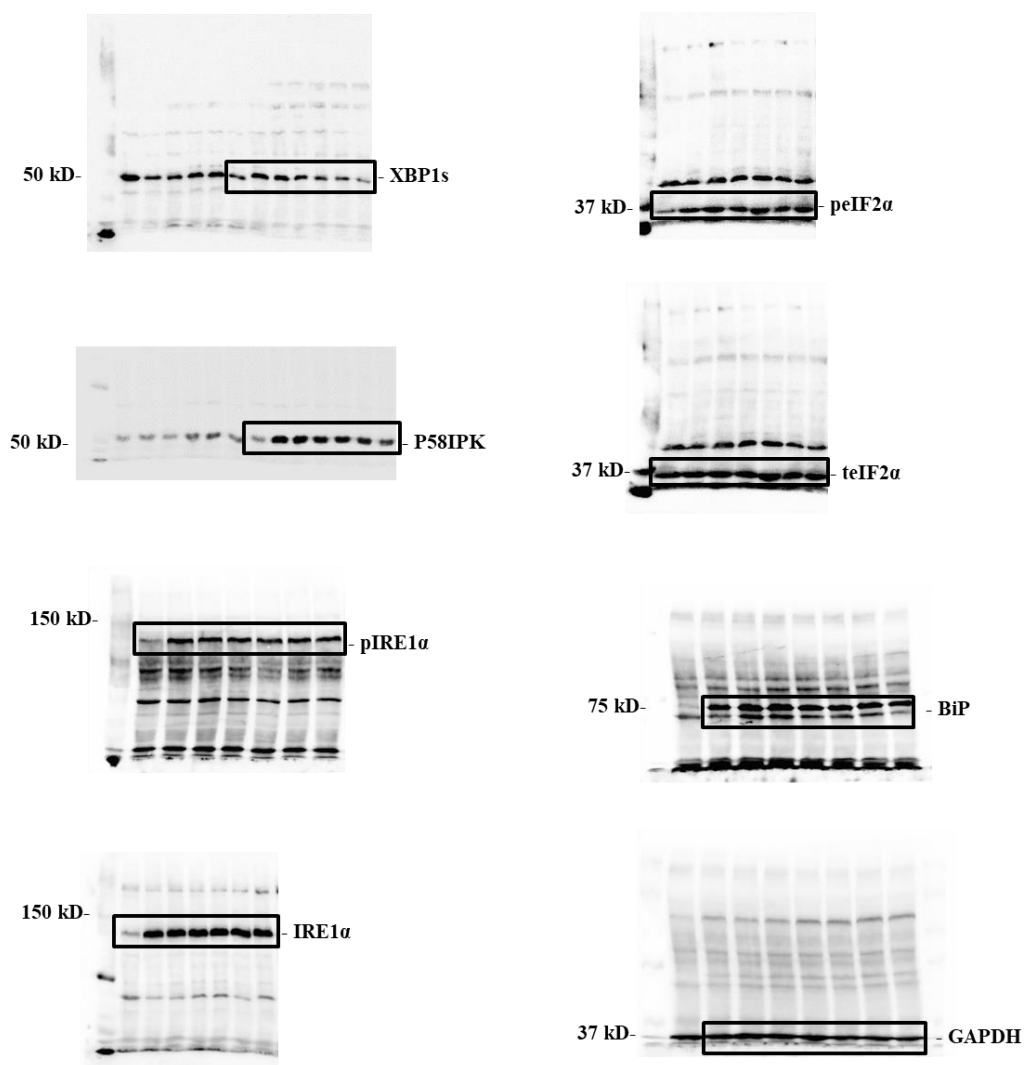

Figure 4e

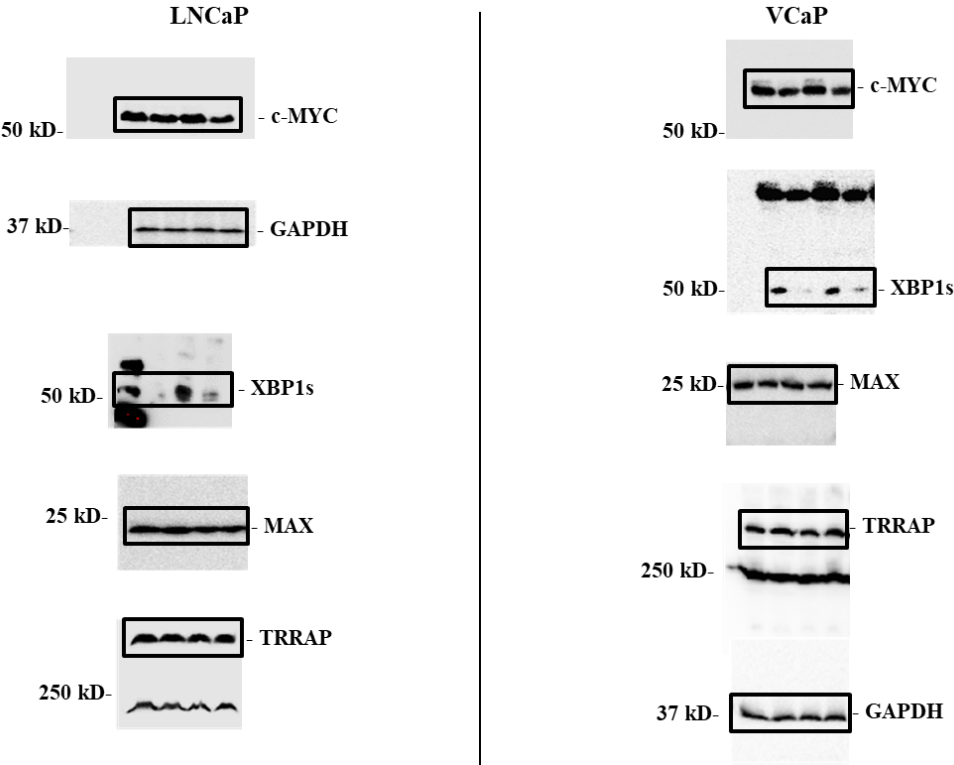

Figure 4f

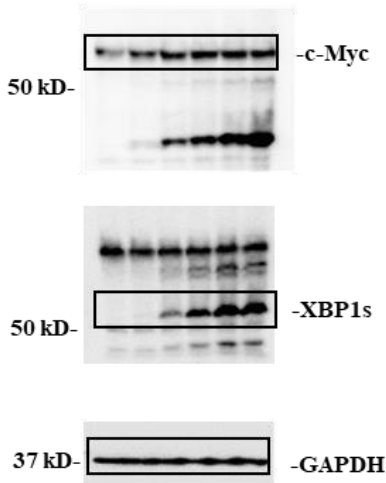

Supplementary Figure 2g.

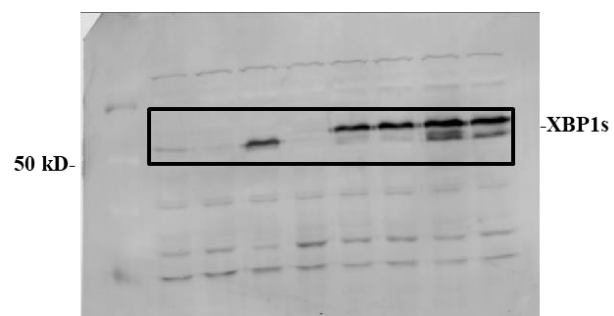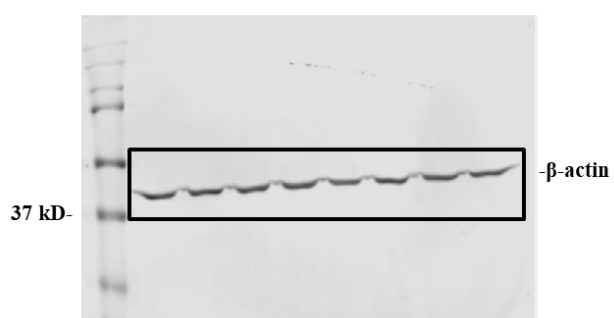

**Supplementary Figure 10.** Uncropped Western blots of indicated figures.

**Supplementary Table 1.** qPCR primers used in this study.

| Genes          | Forward                | Reverse                   |
|----------------|------------------------|---------------------------|
| <i>XBPIs</i>   | AGTCCGCAGCAGGTGCAG     | CTTCCAGCTTGGCTGATGAC      |
| <i>XBPIu</i>   | TAGCAGCTCAGACTGCCAGA   | ACTGGGTCCAAGTTGTCCAG      |
| <i>EDEM1</i>   | GAACCTCCGGAGCAATGATA   | GAACCTCCGGAGCAATGATA      |
| <i>RAMP4</i>   | CGAGAAGCACAGCAAGAACA   | TCACATGCCCATCCTGATAC      |
| <i>P58IPK</i>  | AACGCTTTTGGAAGTGGAGA   | GCTCTTCAGCTGACTCAATCAG    |
| <i>FICD</i>    | CTCAGCATCACCTCCAGG     | GTGCATGAAGAGCTTTTGGG      |
| <i>BHLHA15</i> | AGCTAAATAACGCCTTCCAGG  | GCGATTTGATGTAGTTCTTGGC    |
| <i>SEC24D</i>  | TCACCCTCCCCAAAGATTTC   | GGGTGACAGATGAAGTGGATATAG  |
| <i>SERP1</i>   | CGCCAAGACCTCGAGAAATG   | ACTTCACATGCCCATCCTG       |
| <i>DNAJB9</i>  | CATCAGAGCGCCAAATCAAG   | TTTCGTCTATTAGCATCTGAGAGTG |
| <i>FKBP11</i>  | ATTCCTTCTCACTTGGCCTATG | TGCCCTTCACCAGCTTTAG       |
| <i>FKBP14</i>  | GACGGCTCCTTATTTCACTCC  | CTCTTCTCTCCTACACACATTCC   |
| <i>GMPPA</i>   | CTACCTCTTTTCTCCTGAAGCC | GCTGAAAACACATCCTGCTC      |
| <i>SYVN1</i>   | CTCAAATGTTTCCACTGGCTG  | CTGTGATAGGCGTGGCTG        |
| <i>BTN3A1</i>  | AAGCAAGAACAAGCACAAAGAG | ATCCAGAATCACATCCGCAG      |
| <i>c-Myc</i>   | ACCACCAGCAGCGACTCTGA   | TCCAGCAGAAGGTGATCCAGACT   |
| <i>SHMT1</i>   | TGCCCTCCCCATTTGAAC     | GAGACTCCAGGTGTACAGAATC    |
| <i>PCNA</i>    | CGGATACCTTGGCGCTAGTA   | TCACTCCGTCTTTTGCACAG      |
| <i>MTHFD1</i>  | CAATCAAGCCCAATCTCATGC  | CCGTCACTACAAACCCTTCTG     |
| <i>CDC25A</i>  | TGTTGAAGAGACCAGAACGATC | GGGAAGATGCCAGGGATAAAG     |
| <i>ATF4</i>    | TCCCATCTCCAGGTGTTCTC   | CAGCTCTTTGCACTCACCAG      |
| <i>PPAT</i>    | ATGGCGAATTGGTAAATGCTG  | GGGTGTCATCTTGTTCTGAG      |

|              |                        |                        |
|--------------|------------------------|------------------------|
| <i>MAX</i>   | ATGTTTCACTCCTGCTTCTCTC | GCTGCCATCTCCCATACATAC  |
| <i>TRRAP</i> | TGTGGAGGCAGCATCATTAC   | GGGATCATGCTGAGAGCTATTC |

# Supplementary material for: IRE1α-XBP1s pathway promotes prostate cancer by activating c-MYC signaling
**Source:** Nat Commun. 2019 Jan 24;10:323. doi: 10.1038/s41467-018-08152-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

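The list gives for each of its 733 genes the log2 fold changes after XBP1 knockdown and after MKC8866 treatment, with a combined log2 fold change and its adjusted p. In the counts analysed here, 671 of the 733 genes were among those called lower in the combined edgeR fit and 727 among those called lower in the combined DESeq2 fit. Tested separately, 370 of the listed genes were lower in both comparisons, 343 only after knockdown, 13 only with MKC8866 and 7 in neither. The response differed between the treatments for 459 of the listed genes, and for 446 of these the fall was larger after knockdown. The median log2 fold change over the list was −0.65 after knockdown and −0.27 with MKC8866, and with MKC8866 69 of the genes had a log2 fold change above 0.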

Description: List of 733 genes significantly downregulated by siXBP1 or MKC8866 in the RNA-seq analysis.

How the deposited data were processed for this re-analysis (not part of the article)

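The data are RNA-seq counts from LNCaP cells in 4 groups of 4 libraries each, siCtrl and siXBP1 in the knockdown experiment and Vehicle and MKC8866 in the inhibitor experiment, all exposed to thapsigargin (30 nM, 3 h) before RNA extraction. According to the paper and the deposited descriptions, the authors prepared stranded paired-end libraries, aligned the reads to the human genome (GRCh38) with STAR, and summarised them with featureCounts on an Ensembl annotation. The values as the authors deposited them are counts of fragments per gene, without normalization, counted without regard to strand, and without multimapping fragments or fragments that overlap 2 genes. The table holds 58051 genes, of which 56948 were matched to a symbol in the annotation, and every column was mapped to a group and replicate through the sample labels.

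Between 28713607 and 34509488 fragments were counted per library, with a median of 30743136 over the 16 libraries. At this depth the spread between replicates, with a biological coefficient of variation near 5.40% in the knockdown experiment and 4.97% in the inhibitor experiment, limits the precision for genes with many counts, and counting error limits it for genes with few. The lowest count in a library is given for some of the weakly expressed genes.

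Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test, two-sided), in one model per treatment against its own control, on genes with more than 5 counts in at least 1 library of each group, the filter of the paper's methods. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors were taken from the log2 fold change and the F statistic of the same test. Differences between the responses to XBP1 knockdown and to MKC8866 were tested as an interaction in a fit of all 16 libraries, on the 20357 genes that passed the filter in both comparisons. The knockdown and inhibitor experiments have separate controls and different times of pretreatment, so the interaction does not separate the kind of inhibition from the experiment. For the combined list, inhibition was tested with the experiment as a covariate, at an adjusted p under 0.01 and a fall of more than 1.2-fold.

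The overlap of the top 100 genes was tested with the binomial test of the paper's methods. Gene families were compared with all other tested genes by the difference of medians, the Kolmogorov-Smirnov test named in the paper's methods, 10000 random gene sets drawn from 20 bins of mean expression (two-sided), and camera from limma 3.58.1. Both families were defined from gene symbols, since the Hallmark and KEGG collections were not used here, and the Hallmark enrichments of Fig. 3d and Fig. 3e were therefore not recomputed. Reads across the XBP1 splice junction, behind Fig. 3a, were not analysed here.

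Most of the genes given by name were set by a rule before the data were examined. Outside it are the genes shared by the top 100 lower lists and the genes that overlap a named gene. The rule covers the genes the paper names for these experiments and the genes shared by the top 100 higher lists. Per comparison, it also covers the 5 genes with the largest log2 fold change in each direction. Such genes needed an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the 4 treated and 4 control libraries. For the closing section it also includes 8 genes listed as substrates of IRE1-dependent mRNA decay, and RPS7 with its copies RPS7P1 and RPS7P10.

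The alternatives set before the data were examined were DESeq2 1.42.0 (the tool of the paper), DESeq2-style size factors in edgeR, no filter on low counts, at least 10 counts in every library, the replicate number as a block, all 16 libraries in one fit, stricter thresholds, other definitions of the lists, camera, and the removal of each library in turn. Added after seeing the data were DESeq2 with its fold-change prior, camera with the replicate block, the correlation of fold changes over protein-coding genes with a 3′ UTR, and the same over those whose 3′ UTR carries neither of 2 heptamers. An adjustment of the heptamer test for UTR length, base content and expression was set before its values were computed.

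For the heptamer test, the 3′ UTRs of 13774 of 13877 protein-coding genes were taken from the annotation and genome, the shortest being 20 bases, and each of 16236 heptamers found in at least 50 genes was tested with the rank sum of the log2 fold changes of genes with and without it, against 100 shuffles of the fold changes. The pipeline was tested on simulated data. Of 200 genes changed by simulation, 76.5% were called in the right direction, with 14 false calls among 20816 unchanged genes, and no gene was called among 20989 when none was changed. A heptamer planted in simulated fold changes ranked first in 20 of 20 runs. The analyses outside R used numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.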

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

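Chosen only after the result was seen were the tests of a weaker loss of XBP1s with MKC8866, of chance among the 8 listed decay substrates, of reads shared between RPS7 and its copies, and of heptamer sites in MYC, in other named genes and in the signature genes. The other tests were set before the result they measure was seen.

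In 8 of 132 groups of 4 libraries, 1 library lay far from the other 3, with a gap divided by the range above Dixon's critical value for groups of that size. By chance about 1 in 20 groups would do so, so 8 flags among 132 are close to that share. The ratio was 0.857 for HSPA5 in siCtrl (replicate 2 at 3565 CPM, the others between 3893 and 3947), 0.919 for HSPA5 in siXBP1 (replicate 3 at 5116 CPM, the others between 4577 and 4621), 0.896 for BTN3A1 in siXBP1 (replicate 4 at 5.44 CPM, the others between 4.33 and 4.45), and 0.854 for PCNA in siXBP1 (replicate 3 at 108 CPM, the others between 95.3 and 97.2). It was 0.871 for CSNK1G3 in siXBP1 (replicate 4), 0.840 for SERP1 in Vehicle (replicate 2), 0.8291 for MTHFD1 in MKC8866 (replicate 4 at 202 CPM, the others between 186 and 189), and 0.873 for the total fragments in MKC8866 (replicate 4 at 34507788, the others between 29203993 and 29877647). Without siXBP1 replicate 3, PCNA had a log2 fold change of −0.14 after knockdown and passed the threshold. No biological explanation was tested for these libraries.

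The responses to XBP1 knockdown and to MKC8866 differed in the interaction test for 23 of 29 genes the paper names. The knockdown log2 fold change minus that with MKC8866 was −3.05 for XBP1, −0.75 for SERP1, 0.45 for HSPA5 and −0.40 for ERN1. Among the other genes tested by qPCR in the paper it was −0.46 for FICD, −1.25 for BHLHA15, −0.84 for SEC24D, −0.44 for DNAJB9, −0.60 for FKBP11, −0.43 for FKBP14, −0.27 for GMPPA, −0.30 for SYVN1 and −0.61 for BTN3A1. It was −0.65 for MYC, −0.15 for SHMT1, −0.40 for MTHFD1, −0.41 for CDC25A and −0.47 for PPAT. For the signature genes it was −1.41 for ANLN, −0.77 for CSNK1G3, −1.36 for RRM2, −0.48 for SLC35A2 and −0.74 for UBAC2. The XBP1 difference follows from the design, since the siRNA removes the XBP1 mRNA and MKC8866 blocks its splicing. The experiments differ in their controls, transfection and time of pretreatment, and the interaction cannot be told apart from these.

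MYC was lower after XBP1 knockdown and not with MKC8866. The lowest log2 fold change of MYC with MKC8866 over 3 library scalings was 0.16, but these scalings hardly differ in these libraries and do not rule out an effect of scaling. Leaving out single libraries left the largest adjusted p of the interaction at 3.87e-07 over 16 fits. A weaker loss of XBP1s with MKC8866 would predict a proportional fall. The 10 genes of Supplementary Fig. 7c had a median ratio of MKC8866 to knockdown log2 fold changes of 0.674, which predicts −0.34 for MYC, and the measured value lay 9.48 standard errors from it. That ratio does not describe every XBP1s target, since EDEM1 (−0.70 and −0.65) and DNAJC3 (−0.50 and −0.49) fell by nearly as much with MKC8866 as after knockdown. The MYC 3′ UTR carries 1 site of the heptamers described at the end of this part, and a direct effect of the siRNA on MYC mRNA could not be told apart from an effect through XBP1s. The same holds for PPAT, MTHFD1 and SERP1, with 1 site each, and EDEM1, with 2. SHMT1, PCNA, CDC25A, ATF4, MAX, TRRAP and DNAJC3 carry none, nor do the genes of Supplementary Fig. 7c other than SERP1. An effect of the siRNA itself on MYC is 1 candidate explanation for the fall in these counts. The paper's case for the link also has evidence without this siRNA. It reports lower c-MYC protein with MKC8866, higher c-MYC protein with ectopic XBP1s, and binding of XBP1s upstream of the gene. The different controls, transfection and time of pretreatment of the experiments were not tested for MYC and remain as others.

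All 5 prognostic signature genes were lower after XBP1 knockdown, and none was called with MKC8866, where 3 had an unadjusted p under 0.05. Leaving out single libraries gave a largest adjusted p of the interaction of 1.27e-05 over the 16 fits and 5 genes. The MKC8866 values lay between 6.12 and 25.0 standard errors from those the ratio of 0.674 would predict. The limits given for that ratio hold here too, and a somewhat lower ratio would shorten these distances. ANLN, CSNK1G3 and UBAC2, which are 3 of the 5, carry a heptamer site in the 3′ UTR, where 0.777 would be expected from all tested genes. Such sites may contribute to the fall of these 3 genes, and 5 genes are too few to tell. RRM2 and SLC35A2 carry no site.

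Among genes the text of the paper does not discuss, the largest falls after knockdown included FUCA2 (log2 fold change −2.75) and ATP1B3 (−2.49), and the largest rises were those of MEX3B (2.76), FCRLA (2.72), ABCB11 (2.66), CEDORA (2.09) and RIMS2 (2.05). FUCA2 carries both heptamers and ATP1B3 carries 1 of them, and neither gene was called with MKC8866. Some genes that rose after knockdown carry the heptamers as well, with 1 site in FCRLA, 1 in RIMS2 and 3 in CCDC71L (1.65). A site alone therefore does not fix the direction of a single gene. Over all tested genes, 42.6% of those with either heptamer were lower after knockdown, against 20.5% with neither. The shares that were higher were 14.7% and 22.8%. FCRLA, ABCB11 and RIMS2 had lowest counts of 5, 6 and 9, and CEDORA lies within CDH13, which also rose (1.23). With MKC8866, the log2 fold change was −2.27 for HM13-IT1, −2.16 for ENSG00000270933, 2.63 for DGAT2, 0.92 for BCAM, 0.88 for CTTNBP2, 0.85 for LRIT3 and 0.73 for REPIN1-AS1. HM13-IT1 lies within HM13 (−0.35) and REPIN1-AS1 overlaps REPIN1 (0.36), and both of these genes changed in the same direction. HM13-IT1 is listed in Supplementary Data 1 of the paper. After knockdown HM13-IT1 (−2.20) and ENSG00000270933 (−2.53) were lower as well, with lowest counts of 8 and 5 in that experiment. LRIT3 (0.68) was higher as well, a call lost when single libraries were left out. BCAM was lower after knockdown (−0.30), and CTTNBP2 (0.42) and REPIN1-AS1 (0.06) were not called. In the libraries of the inhibitor experiment the lowest count was 5 for HM13-IT1, 12 for ENSG00000270933, 16 for CTTNBP2 and 18 for LRIT3, and DESeq2 gave no adjusted p for HM13-IT1, ENSG00000270933 or LRIT3. DGAT2 rose from 6.82 ± 0.525 to 42.4 ± 2.90 CPM (SD, n = 4) with MKC8866 and was −0.28 on the log2 scale after knockdown, no tested gene overlaps it, and its MKC8866 value stayed between 2.59 and 2.68 when single libraries were left out. No explanation was tested for DGAT2 or BCAM.

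Of 8 genes listed as substrates of IRE1-dependent mRNA decay, CD59 (log2 fold change 0.71) and BLOC1S1 (0.66) were higher with MKC8866, and CD59 was lower after knockdown (−0.18), while SPARC (0.46) and PDGFRB (0.88) were higher after knockdown. The SPARC and PDGFRB calls were lost in fits that left out 1 library, with largest adjusted p values of 0.129 and 0.0558, and PDGFRB had between 10 and 25 counts in the libraries of the knockdown experiment. Loss of decay with the RNase inhibitor is a candidate explanation that the design offers, since XBP1 siRNA leaves the RNase in place. The median of MKC8866 minus knockdown log2 fold changes over the 8 genes was −0.0314, within the range of −0.27 to 0.27 for random lists matched on expression, so the list as a whole cannot be told apart from chance in this comparison. With MKC8866 alone the median was 0.25, above the random range of −0.12 to 0.12. Overlap with a neighbouring gene was tested for CD59 and BLOC1S1, and 0 overlapping genes had an adjusted p under 0.05 with MKC8866. CD59 overlaps no tested gene, and the adjusted p values of the genes overlapping BLOC1S1 were 0.969 and 0.666. The interaction was past the threshold for CD59 (adjusted p = 3.10e-11) and not for BLOC1S1 (adjusted p = 0.0559). With the replicate block the BLOC1S1 interaction passed it (adjusted p = 0.0415), as did its change with MKC8866 (adjusted p = 0.00457), which without the block was lost in 5 of 8 fits that each left out 1 library.

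RPS7 (log2 fold change −0.78) fell after knockdown together with its copies RPS7P1 (−0.84) and RPS7P10 (−0.99). The largest difference of a copy from RPS7 was 1.69 standard errors. A common fall of 3 separate genes would give the same result, and fragments aligned to several places were not counted, so the test neither shows nor rules out reads shared between the gene and its copies. No biological explanation was tested for RPS7.

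The strongest signal the paper does not analyse was a sequence in 3′ UTRs. Genes whose 3′ UTR carries the heptamer GTGTCTA were lower after knockdown (rank-sum z = −15.8, 1152 genes), followed by GCCATTA (z = −13.8, 1183 genes), against a lowest z of −4.81 over 100 shuffles. After adjustment for UTR length, base content and expression the z values were −15.0 and −13.1. The lowest z of other heptamers made of the same bases were −6.59 among 420 and −4.89 among 630. With MKC8866 the adjusted z of the 2 heptamers were −0.69 and 0.26, and the lowest over all heptamers was −6.42. That lowest value also lay below all of its own shuffles (lowest −5.07), although no siRNA was used there. In the knockdown test without adjustment, 114 heptamers lay under −5. Passing the shuffles is therefore not enough to point to an siRNA. Each heptamer occurs once in the 1850-base XBP1 transcript. Of all possible heptamers, 15.9% occur in the annotated XBP1 transcripts taken together. Of the 2141 genes with either heptamer 42.6% were lower after knockdown, against 20.5% of the 11633 genes with neither. This pattern is consistent with seed matches of the XBP1 siRNA in the 3′ UTRs of other mRNAs. The paper's text names the supplier of the siRNA and not its sequence, so the match itself was not tested.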

How the results depend on the processing

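The alternatives were set before the data were examined, except those given as added. Of the values for single named genes under the alternatives, 1345 kept their direction and side of the threshold, 22 became weaker, 17 became stronger and 11 reversed. For the main results, 258 values were the same, 31 moved, 4 reversed and 5 became weaker. The cause was not tested for any change below.

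With the replicate number as a block, the MKC8866 counts rose to 1484 lower and 1262 higher genes, the shared top 100 higher genes fell to 1, and the combined list fell to 478 genes. At an adjusted p under 0.01, 139 genes were higher with MKC8866 and 3133 genes had different responses to the 2 treatments. With lists of the top 50, 12 lower and 0 higher genes were shared, and with the top 200, 56 and 12. Lower in both separate comparisons were 505 genes and in at least one 3985, in place of the combined list. The rank correlation of fold changes was 0.0488 without the filter on low counts, 0.164 for genes with a mean of at least 1 CPM, 0.249 for genes with an adjusted p under 0.05 in at least one comparison and, in an alternative added after seeing the data, 0.170 for protein-coding genes with neither heptamer. With at least 10 counts in every library, the median correlation between replicates was 0.99556 in the knockdown and 0.99597 in the inhibitor experiment.

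The ribosomal protein genes after knockdown reversed without the filter on low counts (difference of medians −0.018) and ranged from −0.022 to 0.044 across the 8 fits that each left out 1 library. With camera in place of the Kolmogorov-Smirnov test, neither their difference after knockdown (0.012) nor that with MKC8866 (−0.096) passed the threshold. With camera and the replicate block together, an alternative added after seeing the data, the ribosomal differences (0.0090 after knockdown and −0.0967 with MKC8866) and that of the protein export genes after knockdown (−0.451) did not pass it. The protein export genes with MKC8866 passed it under every alternative run, and after knockdown under every other one.

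Across the fits that each left out 1 library, 180 to 484 genes were higher with MKC8866, and 0 to 5 top higher genes were shared. Of the genes lower after knockdown, 53.66% to 57.96% had a negative log2 fold change with MKC8866. Of the genes higher after knockdown, 61.4% to 66.1% had a positive one. Genes near 0 changed sign in these fits. After knockdown BLOC1S1 ranged from −0.160 to 0.091, SCARA3 from −0.088 to 0.059 and COL6A1 from −0.047 to 0.054. With MKC8866, MTHFD1 ranged from −0.033 to 0.0086 and RRM2 from −0.049 to 0.0010.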

Differences from the paper's values

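The log2 fold change of BHLHA15 after XBP1 knockdown was −3.58, and the paper's value in Supplementary Data 1 is −3.23. Among the alternatives set before the data were examined, only the fit without siCtrl replicate 2 (−3.49) came within the spread between replicates of the paper's value, as did DESeq2 with its fold-change prior (−3.39), which was chosen after seeing the values.

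The log2 fold change of HM13-IT1 with MKC8866 was −2.27, and the paper's value in Supplementary Data 1 is −1.38. None of the alternatives set before the data were examined closed this gap, and neither did DESeq2 with its fold-change prior (−0.64), chosen after seeing the values.

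The paper describes the genes lower with knockdown and MKC8866 as concordant, from the lower left quadrant of Fig. 3c, and the higher genes as not strongly correlated. Among genes called in both comparisons, 505 were lower in both and 132 higher in both. Starting from the genes called after knockdown, rho was 0.120 within the genes lower after knockdown and 0.113 within the higher ones, and the share with the same direction in the MKC8866 comparison was 54.4% for the lower genes and 64.2% for the higher ones. Starting from the genes called with MKC8866, the shares were 90.2% for the lower and 62.4% for the higher genes.

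The paper's qPCR in Supplementary Fig. 9b shows MYC and its 6 target genes lower, and MAX and TRRAP unchanged, with both treatments. The legend of that figure does not say whether the cells were exposed to thapsigargin, as all RNA-seq libraries were. The stress conditions of the 2 measurements may therefore differ. The paper also reports lower c-MYC protein with both treatments (Fig. 4e), which these counts do not measure. In the RNA-seq counts the log2 fold change of MYC with MKC8866 was 0.16. After knockdown PCNA (−0.10) and ATF4 (−0.05) did not pass the threshold, and MAX (−0.24) did. With MKC8866, SHMT1 (0.03), PCNA (−0.08), MTHFD1 (−0.003), CDC25A (−0.17) and PPAT (−0.13) did not pass it. Settings under which the paper's direction was called were the fit without siXBP1 replicate 3 for PCNA after knockdown, and, with MKC8866, the replicate block and the fit without MKC8866 replicate 2 for CDC25A and PPAT, and DESeq2 and the fit of all 16 libraries for CDC25A. Adjusting over the 9 genes alone also called CDC25A and PPAT lower with MKC8866, and MYC higher.

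The paper places the KEGG ribosome pathway at the top in both treatments. The ribosomal protein genes defined here had a difference of medians of 0.012 after knockdown, which was negative without the filter on low counts and in 3 of 8 fits that each left out 1 library, and −0.096 with MKC8866.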

Other observations

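Chosen only after the result was seen were the tests of heptamers in the paper's list and of the mitochondrial share, and the use of the replicate block and of camera, which had been set as alternatives before the data were examined, as tests of pairing and of correlated genes. The other tests were set before the result they measure was seen.

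Other splits of the libraries were fitted in the same way. Since the groups share replicate numbers, the real split was compared with splits that part the same-numbered libraries as it does, which leaves 8 per experiment, too few for a share under 0.05. Only the real split gave as many genes, 1 of 8 for the knockdown and 1 of 8 for MKC8866. Among all 35 splits of each experiment it was again 1 of 35, and the next largest counts were 0 genes for the knockdown and 3 for MKC8866. In the knockdown experiment, where same-numbered libraries deviated together little (mean correlation 0.039), all 35 can be compared, and the pairing limits the comparison only for MKC8866. For the combined list, 1 of 100 drawn splits within each experiment gave as many genes, the real one, and the next largest gave 403. The split with 403 kept the knockdown labels and mixed those of MKC8866, so that count can come from the knockdown alone. Among splits with mixed knockdown labels the largest count was 1. For the different responses, 6 of 100 splits gave as many genes as the real one. All 6 kept the knockdown labels, as 14 of the 100 did, and the largest count among the 86 with mixed knockdown labels was 234. The count of 4735 genes with different responses thus cannot be told apart from the knockdown effect alone.

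After XBP1 knockdown 7311 genes changed, and after MKC8866 941. A smaller spread between the knockdown replicates was tested, and their biological coefficient of variation of 5.40% was not below the 4.97% of the inhibitor experiment. Pairing by replicate number was tested with the block, under which 2746 genes changed with MKC8866, still fewer than after knockdown. Fewer dividing cells were tested with 26 proliferation genes, whose median log2 fold change after knockdown was 0.0515, inside the range of −0.13 to 0.07 for random lists matched on expression. Of the 26 genes 7 were called lower and 8 higher after knockdown, and 12 differed between the treatments, so the median stands for a mixed response. The lowest adjusted z over 3′ UTR heptamers, −15.0, remains consistent with seed matches of the siRNA as a contribution to the larger number. A stronger loss of XBP1s after knockdown was not tested by these counts.

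The genes of the paper's list of 733 divide in the same way. Of those lower after knockdown only, 164 of 307 with a 3′ UTR (53.4%) carry either heptamer, against 60 of 345 (17.4%) of those lower with both treatments (Fisher's exact test, two-sided, p = 1.87e-22) and 15.5% of all tested genes. Among heptamers of the same bases, 98.6% had a lower ratio between these groups than GTGTCTA and 99.2% a lower one than GCCATTA. This list was drawn from the same libraries in which the heptamers were found. A candidate explanation is that some of the genes called after knockdown only respond to the siRNA and not to the loss of XBP1s. Across protein-coding genes with neither heptamer, rho between the fold changes was 0.170, against 0.152 across all protein-coding genes with a 3′ UTR.

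The 5 signature genes had log2 fold changes after knockdown of −1.32 for ANLN, −0.64 for CSNK1G3, −1.38 for RRM2, −0.63 for SLC35A2 and −0.83 for UBAC2, and with MKC8866 of 0.10, 0.13, −0.02, −0.15 and −0.09. None of the 5 was called with MKC8866. With the replicate block, ANLN and CSNK1G3 were called higher and SLC35A2 lower, and adjusting over the 5 genes alone gave 3 calls, 1 of them lower. Of the 5, 3 are in the paper's list of 733 genes, and ANLN and CSNK1G3 are not.

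The cytosolic ribosomal protein genes were lower with MKC8866. Short or GC-rich genes were tested as a source, and their median of −0.0928 lay below the range of −0.05 to −0.01 for random sets matched on expression, length and GC content. Correlation between the genes was tested with camera, which gave p = 0.119 for the n = 84 genes and p = 0.0889 with the replicate block, chosen after the result was seen. The fall thus cannot be told apart from a common shift of correlated genes. Leaving out single libraries kept the difference of medians between −0.12 and −0.075.

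Mitochondrial genes took 2.76% of the fragments in siCtrl replicate 4 and 4.13% to 5.04% in the other siCtrl libraries. Without that library 3417 genes were lower after knockdown, against 3836 with it and 3365 to 3622 when any single library of this experiment was left out. No biological explanation was tested for this share.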
